# Comparative transcriptomics of Atlantic *Salmo salar*, chum *Oncorhynchus keta* and pink salmon *O. gorbuscha* during infections with salmon lice *Lepeophtheirus salmonis*

**DOI:** 10.1186/1471-2164-15-200

**Published:** 2014-03-15

**Authors:** Ben JG Sutherland, Kim W Koczka, Motoshige Yasuike, Stuart G Jantzen, Ryosuke Yazawa, Ben F Koop, Simon RM Jones

**Keywords:** Ecological genomics, Ectoparasite, Host-parasite, Immunity, Inflammation, Iron, Atlantic salmon, Pacific salmon, Sea lice, Transcriptomics

## Abstract

**Background:**

Salmon species vary in susceptibility to infections with the salmon louse (*Lepeophtheirus salmonis*). Comparing mechanisms underlying responses in susceptible and resistant species is important for estimating impacts of infections on wild salmon, selective breeding of farmed salmon, and expanding our knowledge of fish immune responses to ectoparasites. Herein we report three *L. salmonis* experimental infection trials of co-habited Atlantic *Salmo salar*, chum *Oncorhynchus keta* and pink salmon *O. gorbuscha*, profiling hematocrit, blood cortisol concentrations, and transcriptomic responses of the anterior kidney and skin to the infection.

**Results:**

In all trials, infection densities (lice per host weight (g)) were consistently highest on chum salmon, followed by Atlantic salmon, and lowest in pink salmon. At 43 days post-exposure, all lice had developed to motile stages, and infection density was uniformly low among species. Hematocrit was reduced in infected Atlantic and chum salmon, and cortisol was elevated in infected chum salmon. Systemic transcriptomic responses were profiled in all species and large differences in response functions were identified between Atlantic and Pacific (chum and pink) salmon. Pink and chum salmon up-regulated acute phase response genes, including complement and coagulation components, and down-regulated antiviral immune genes. The pink salmon response involved the largest and most diverse iron sequestration and homeostasis mechanisms. Pattern recognition receptors were up-regulated in all species but the active components were often species-specific. *C-type lectin domain family 4 member M* and *acidic mammalian chitinase* were specifically up-regulated in the resistant pink salmon.

**Conclusions:**

Experimental exposures consistently indicated increased susceptibility in chum and Atlantic salmon, and resistance in pink salmon, with differences in infection density occurring within the first three days of infection. Transcriptomic analysis suggested candidate resistance functions including local inflammation with cytokines, specific innate pattern recognition receptors, and iron homeostasis. Suppressed antiviral immunity in both susceptible and resistant species indicates the importance of future work investigating co-infections of viral pathogens and lice.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-200) contains supplementary material, which is available to authorized users.

## Background

The global salmon aquaculture industry is challenged by infections with endemic ectoparasitic sea lice such as *Lepeophtheirus salmonis*, *Caligus clemensi*, *C. rogercresseyi* and others. In the Northern Hemisphere, the salmon louse *L. salmonis* has the largest impact [1] and must be properly managed to prevent excessive infections and possible damage to wild salmon populations [2]. Lice disperse as free-swimming nauplii and molt to infective copepodids which attach to a host, develop through later stages and feed on skin and mucus [3]. Motile pre-adult/adult stages are the most damaging to tissues due to large size and aggressive feeding [4]. While lice infections occur regularly on wild salmon [5–7] disease can occur at higher parasite intensities [8] or when hosts are at a sensitive life stage [9, 10]. During infection, the feeding louse elicits a cortisol response in the host [11–13]. Experimental cortisol implants reduce inflammation and increase susceptibility of otherwise resistant coho salmon *Oncorhynchus kisutch*[14] and reduce wound repair of Atlantic salmon *Salmo salar*[15]. Furthermore, louse-derived compounds secreted at the site of attachment can be immunomodulatory (e.g., trypsin-like proteases; prostaglandin E_2_[16–20]) and may facilitate secondary infections.

Salmon lice display increased rates of attraction to and settlement onto susceptible hosts, and are rejected less throughout the infection [21]. The host may incur reduced growth and/or mortality [9]. Susceptibility varies among salmon genera and species, and occurs through host (e.g., behavioral, physiological, immunological) and parasite factors (e.g., physiological, host preference). Coho salmon are considered resistant and rapidly reject lice by innate local inflammation with neutrophils [14]. Also considered resistant are pink salmon *Oncorhynchus gorbuscha* in which early rejection correlates with pro-inflammatory cytokine expression, whereas chum salmon *O. keta* are considered susceptible based on the delay or absence of rejection of *L. salmonis* following laboratory infections [22]. Atlantic salmon are also considered susceptible to infection and responses to the parasite in this host favour a Th2 subset with limited inflammation, leading to chronic infection [23, 24]. Although important for parasite rejection in the resistant host, inflammation and Th1 cellular responses can be costly and lead to self-damage [25, 26]. Balancing resistance with tolerance (e.g., [27]) may play an important role in competent responses to lice.

Heritable variation in susceptibility to *L. salmonis* and *C. elongatus* has been identified in populations of brown trout *S. trutta* and Atlantic salmon [28–30] indicating the potential for selective breeding towards increased resistance in farmed fish [31] and thus reducing requirements for chemical treatments [32]. Identifying genes or pathways involved in competent responses will be important for this process. Variation in the response profiles of candidate cytokines and other immune genes to adult *L. salmonis* was reported in the skin of Atlantic, chum, and pink salmon [33] confirming the importance of skin as an immunological tissue of fish [34]. Here we report a series of controlled exposure trials in which the relative susceptibility of juvenile Atlantic, chum, and pink salmon is confirmed and their physiological responses partially characterised throughout the development cycle of the parasite. In each species, transcriptome profiling of skin and anterior kidney using a recently developed microarray [35] assessed mechanisms elicited over nine days following exposure to the parasite to better understand processes associated with resistance and susceptibility.

## Results

### Infection density and louse development

Infection density (lice per host weight (g)) in Trial 1 was highest in chum salmon, followed by Atlantic salmon and lowest in pink salmon (p < 0.00001) (Figure 1A). Trials 2 and 3 also showed this relative difference, with chum having the highest infection density on day 7 and 28, and chum and Atlantic salmon having equally high infection densities on day 14 (Figure 1B). By day 43 all lice were motile (Additional file 1: Figure S1) and the infection density was reduced and equalized among species. Infection intensity (lice per fish) is also reported in Figure 1 and Additional file 2: Table S1, and follows the same trend as the infection density.

**Figure 1:**
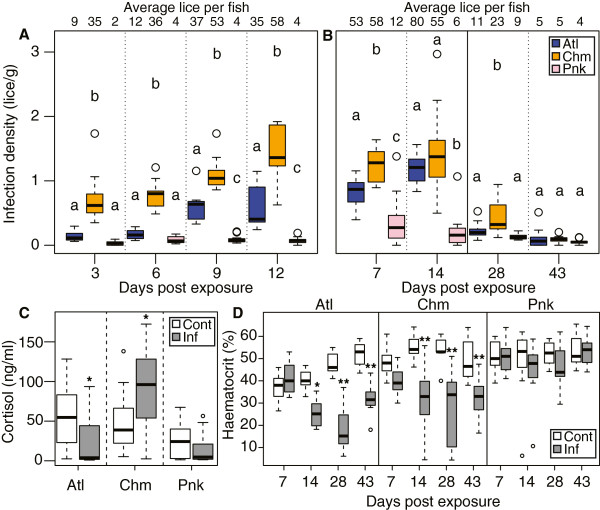
**Infection densities and blood parameters.** Co-habiting Atlantic, chum, and pink salmon were exposed to copepodids in three experimental trials (**(A)** Trial 1, **(B)** Trial 2 and 3), resulting in highest infection density (lice per host weight (g)) in chum, followed by Atlantic, and lowest in pink salmon. Average lice per fish for each condition are presented above the boxplot. Conditions within a day that do not share a letter are significantly different from each other. **(C)** Plasma cortisol (ng/ml) levels in Trial 1 (pooled for days three, six and nine post exposure) indicated elevated cortisol for chum salmon. **(D)** Hematocrit percentages for exposed Atlantic and chum salmon were reduced compared to controls at days 14, 28 and 43, and did not vary for pink salmon. Boxplot displays median and interquartile range, and circles are outliers. *denotes p < 0.05; **denotes p < 0.001.

### Fish weights, cortisol, and hematocrit

There was a reduction in weight gain in infected chum salmon relative to controls in Trial 1 (p = 0.012), but no differences were identified in Trials 2 and 3. Average weights for each condition are reported in Additional file 2: Table S1. No significant differences from controls in weight gain were identified for pink or Atlantic salmon in any trials.

No significant temporal effect was noted in the cortisol response, and so data was pooled for all days and compared between infected and control fish for each species (Trial 1; Figure 1C). Plasma cortisol was elevated in infected chum salmon relative to controls (1.75-fold; p = 0.01). Cortisol was not elevated in infected pink or Atlantic salmon relative to control individuals, although a reduction in cortisol occurred in infected Atlantic salmon compared to controls (p < 0.01). This reduction was largely driven by an elevation in control Atlantic salmon cortisol at 9 days post exposure (dpe).

Hematocrit was reduced in Trial 2 and 3 at 14, 28 and 43 dpe in infected Atlantic and chum salmon (p < 0.01; Figure 1D). Infected pink salmon hematocrit did not differ significantly from control individuals.

### Multiple species utility of microarray

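Species accounted for most of the variation among the anterior kidney arrays. Along principal component 1, which held 66.8% of the variance (bootstrap SD 0.515 over 100 resamples), the 57 Atlantic salmon lay at 10.1 ± 0.310 (SD), the 20 chum salmon at -6.07 ± 0.586 and the 60 pink salmon at -7.55 ± 0.840. Principal component 2, with 9.85% of the variance, set chum salmon at -19.6 ± 1.30 apart from pink salmon at 6.00 and Atlantic salmon at 0.545. Species explained 99.5% of the variance along principal component 1 and 98.2% along principal component 2, genus alone explained 99.1% of principal component 1, and infection explained 0.0299% of it. These components were computed from the 19485 probes used that passed the filter in at least 1 species. Over the probes passing in every species, the set named in the methods, principal components 1 and 2 held 50.5% and 12.3% of the variance, and species explained 58.3% of component 2, or 59.1% with a signal of 500 required on every array. Without a filter on dim probes they held 39.6% and 6.45%, and in the authors' processed table, where every probe is centred within its species, 19.2% and 9.47%.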

Initial normalization of anterior kidney data from all species indicated the largest difference in transcriptome profiles occurred at the genus and species level (principal components analysis PC1 = 64.91% and PC2 = 17.71%; Additional file 3: Figure S2A), which would include species-specific differences in basal gene expression and probe hybridization efficiency. As a result, all species and tissues were separately normalized and comparisons between species were indirect (analysis was performed within a species then results compared across species). Normalized histograms (*not shown*) and the number of probes passing quality control filters for each species were similar (18096, 16716, and 16458 for Atlantic, chum, and pink salmon skin, respectively). 

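In skin 17527 probes passed the filter in Atlantic salmon, 16076 in chum salmon and 15885 in pink salmon, of the 43689 on the array. With saturated spots also counted as present, 19021, 17446 and 17248 passed. The probes that Table S3 names covered 1045 genes among those passing in Atlantic salmon skin, 1028 in chum salmon skin and 1018 in pink salmon skin. Spots rated present made up 95.55% of all spots over both tissues, 2.907% were saturated and 1.54% were rated poor or empty.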

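In anterior kidney 19496 probes passed the filter in at least 1 species and 12552 of them in Atlantic, chum and pink salmon alike. Among the genes that Table S3 names, 1098 had a passing probe in Atlantic salmon, 1038 in chum salmon and 1075 in pink salmon, and 909 had 1 in every species. In skin 13751 of 19362 probes passed in all species, with 903 named genes. Gene names were at hand only for the probes of Table S3, which lists what the study called differentially expressed, so the named genes are not a sample of all genes on the array.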

Most of the annotated genes expressed in any one species were detected in all three species (Additional file 3: Figure S2B). However, to confirm species differences in expression profiles, qPCR was used to validate hybridization results [36] by using primers with approximately equal efficiency for all three species (Additional file 4: Table S2).

### Anterior kidney transcriptomics: systemic responses of Atlantic, chum, and pink salmon

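At 6 dpe infected fish of every species differed from their controls. In Atlantic salmon 199 of 16181 tested probes rose and 75 fell, in chum salmon 254 of 15024 rose and 246 fell, and in pink salmon 208 of 14985 rose and 255 fell. Among the named genes with the largest changes in Atlantic salmon, normal mucosa of esophagus-specific gene 1 rose by 2.04 ± 0.27 on the log2 scale (adjusted p = 0.000940, 10 of 10 infected fish above the control mean), thymus-specific serine protease by 1.95 ± 0.28 (adjusted p = 0.00126) and the sarcomere protein myomesin-1 by 1.79 ± 0.34 (adjusted p = 0.00713), while olfactomedin-4 had a log2 fold change of -1.44 ± 0.30 (adjusted p = 0.0154, 10 of 10 below). In chum salmon 40S ribosomal protein S2 rose 5.29-fold (log2 2.40 ± 0.17, 8 of 8) and the ER chaperone calreticulin 2.64-fold (adjusted p = 8.07e-05), and sacsin, a large protein with chaperone-like domains, fell (log2 -1.99 ± 0.20, adjusted p = 1.43e-05, 8 of 8). In pink salmon the fatty acid elongation enzyme trans-2-enoyl-CoA reductase rose 4.30-fold (log2 2.11 ± 0.28, adjusted p = 0.000643), as it did in chum salmon (4.27-fold). The autophagy protein WD repeat domain phosphoinositide-interacting protein 2 had a log2 fold change of -2.41 ± 0.52 (adjusted p = 0.00876) and the matrix proteoglycan lumican of -1.82 ± 0.38. The arrays were read in 2 periods, and limma on the fish of each period alone (3 to 7 per group) called 0 and 0 Atlantic, 620 and 6 chum and 86 and 38 pink probes, with 2063 and 1524 Atlantic probes at an unadjusted p under 0.05. In a comparison added after the results were seen, probes picked in 1 period at that p and 1.5-fold kept their direction in the other, whose fish had no part in the choice, in 81.7% and 81.6% of cases in Atlantic, 81.8% and 84.4% in chum and 80.3% and 88.6% in pink salmon. The Atlantic count fell to 67 with median centring in place of loess and to 90 with slide as a fixed block, and the chum and pink counts to 265 and 214 when every array had to reach 500 in both channels. With median centring 75.9% of the chum and 85.0% of the pink calls were up, so the balance of higher and lower probes there depends on the normalization.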

The louse infection affected gene expression in the anterior kidney of all species (Figure 2). Atlantic and pink salmon responses were profiled over nine days at three time points (3, 6, 9 dpe), but chum salmon were only profiled at 6 dpe. For each species, infection class (control or infected), and day combination, 9–11 individuals were profiled (i.e. total Atlantic, chum, and pink salmon anterior kidney samples profiled = 57, 20, 60, respectively). 

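Anterior kidney RNA of single fish was labelled with Cy5 and hybridized to cGRASP salmonid oligonucleotide arrays beside a Cy3-labelled reference pool. At 3, 6 and 9 dpe the arrays held 10, 9 and 10 control and 9, 10 and 9 infected Atlantic salmon, and 10, 9 and 10 control and 10, 10 and 11 infected pink salmon. Chum salmon had 10 control and 10 infected fish at 6 dpe. All species shared the tanks, and the fish of a day came from 1 exposed and 1 control tank, so that tank and infection cannot be told apart at any single day. The authors subtracted the median of the local background from the median of each spot, set negative values to 1, normalized each array by an intensity-dependent Lowess and centred each probe on its median within species and tissue. The values reported here start from the quantified images. Background-subtracted medians of 45220 spots per array were floored at 1, and the log2 ratio of Cy5 to Cy3 of the 43689 probes was corrected by loess within each array (span 0.3, 4 iterations). The floor applied to 0.4995% of the sample values. The background-subtracted Cy5 signal of an array had a median of 240 (range 115 to 574.5 over the arrays) over a local background of 150, and the reference signal a median of 569.5 (range 479 to 659). A probe was tested when its signal reached 500 in both channels, with both spots rated present, in 65% of the arrays of at least 1 condition, which 17279, 15024 and 15277 probes did in Atlantic, chum and pink salmon. A median of 34.9% of the spots of an array reached 500 in both channels and were rated present, saturated spots not counted (range 18.2% to 43.5%), and the number of arrays also limits the precision. Each comparison was fitted with limma, and a probe was called at an adjusted p of at most 0.05 and a fold change of at least 1.5. Log2 fold changes are infected minus control, each with its standard error after the sign ±, and the p-values beside them are limma's after the Benjamini-Hochberg correction. Counts of infected fish give those on the named side of the control mean. Gene names were taken from Table S3, which pairs 1753 of the 43689 probes with 1239 names. The score of a gene list in a fish is the mean over its members of the log2 ratio minus the control mean, tested by exact permutation and adjusted over the lists measured in that group.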

To keep sample numbers similar among species, the initial analysis was restricted to 6 dpe for all species. 

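By unique name, 114 genes rose and 35 fell in Atlantic salmon at 6 dpe, 143 rose and 135 fell in chum salmon, and 132 rose and 128 fell in pink salmon. Of those that rose, 105 were called in Atlantic salmon alone, 88 in chum salmon alone and 82 in pink salmon alone, 47 in both chum and pink salmon, and 2 in every species. Of those that fell, 42 were called in both chum and pink salmon, 3 in Atlantic and pink salmon and 1 in every species. A call in 1 species alone does not show a difference, so the infection response was also compared between species directly. It differed at 162 of 12914 probes between Atlantic and chum salmon, at 279 of 12775 between Atlantic and pink salmon, and at 27 of 13477 between chum and pink salmon. Hemoglobin subunit beta responded more positively in Atlantic salmon, by 2.78 ± 0.49 on the log2 scale against chum salmon (adjusted p = 0.000738) and by 3.39 ± 0.48 against pink salmon (adjusted p = 8.12e-06), as did band 3 anion exchange protein, the erythrocyte anion exchanger (by 2.69 ± 0.45 against pink salmon, adjusted p = 8.65e-05). The metalloreductase STEAP4, which reduces iron and copper, responded more positively in chum than in Atlantic salmon (Atlantic minus chum -1.87 ± 0.30, adjusted p = 0.000164). Between chum and pink salmon, the actin-binding protein transgelin (chum minus pink 1.00 ± 0.19, adjusted p = 0.00394) and carboxypeptidase A1 (-1.14 ± 0.20, adjusted p = 0.00197) differed. Erythroid markers stood low in the Atlantic controls of 6 dpe, whose score lay -0.51 from the controls of 3 and 9 dpe (permutation p = 0.0470).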

A similar number of uniquely annotated genes were differentially expressed at 6 dpe, and these were largely species-specific although some similarities were identified between pink and chum salmon (Figure 2A-B).

**Figure 2:**
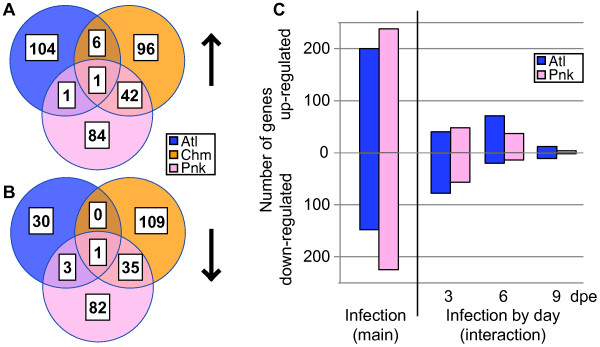
**Anterior kidney transcriptome responses.** At six days post exposure, anterior kidney responses varied depending on host species in either the **(A)** up-regulated or **(B)** down-regulated gene lists. Consistently more genes were shared between chum and pink salmon than with Atlantic salmon, including up-regulation of *hepcidin-1*, *prostaglandin E synthase 3* and down-regulation of antiviral response genes. **(C)** Most genes were identified with a main effect of infection (response independent of day post exposure). Genes responding with a time by infection interaction (response dependent on day) were mainly identified early in the response, at day three or six.

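Chum and pink salmon called 66 probes up and 59 down in common at 6 dpe, where 2.81 and 3.35 would be shared by chance among the 13477 probes tested in both (Fisher's exact test, p = 3.28e-75 and 2.36e-58). By name, 49 genes rose in both and 43 fell in both, and 1 probe was called in opposite ways. Complement C1q-like protein 2, related to the recognition subunit of the classical pathway, rose 4.77-fold in chum salmon (log2 2.25 ± 0.36, adjusted p = 0.000406, 8 of 8 fish) and 2.86-fold in pink salmon (log2 1.52 ± 0.32, adjusted p = 0.00848, 9 of 9). Atlantic and chum salmon shared 9 probes up, where 2.48 would be by chance (p = 0.000867), and 3 down (0.573 by chance, p = 0.0193). The immune checkpoint ligand CD276 and the stress granule protein Ras GTPase-activating protein-binding protein 2 were among those up. Atlantic and pink salmon shared 4 probes up (2.04 by chance, p = 0.148) and 4 down (0.694 by chance, p = 0.00495), and 18 probes were called in opposite ways, among them band 3 anion exchange protein and 1 probe of Rhesus blood group-associated glycoprotein, both of erythrocyte membranes, up in Atlantic and down in pink salmon. By name, Atlantic and chum salmon shared 8 genes up and 1 down, and Atlantic and pink salmon 3 up and 4 down. Fisher's exact test counts probes of the same gene as separate. Elongation factor 1-alpha has more than 1 probe among the shared lower probes of each pair of species, so these p-values are not those of shared genes. The shared count of chum and pink salmon was 47 with a signal of 500 required on every array and 204 with median centring. With the controls of all 3 days, an alternative chosen after the data were seen, Atlantic and pink salmon shared 26 probes.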

Time course data for Atlantic and pink salmon anterior kidney indicated the majority of differentially expressed genes responded similarly across the first nine days of infection (main effect infection), while a smaller subset responded differently depending on day (time by infection interaction; Figure 2C). 

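Over 3, 6 and 9 dpe, 84 of 17270 probes rose and 68 fell in infected Atlantic salmon by the mean of the 3 daily differences, and 74 of 15272 rose and 169 fell in pink salmon. The response differed between days at 181 probes with a higher and 165 with a lower largest difference in Atlantic salmon, and at 104 and 104 in pink salmon, by an F test of the differences between days. L-serine dehydratase, which breaks down serine, rose in Atlantic salmon by a mean of 1.33 ± 0.25 on the log2 scale (adjusted p = 0.000997), with 1.66, 1.36 and 0.98 at 3, 6 and 9 dpe. Glutamyl aminopeptidase, a brush border peptidase of kidney tubules, fell (-1.20 ± 0.37, adjusted p = 0.0376). Retinoid-binding protein 7 rose in pink salmon (1.07 ± 0.17, adjusted p = 9.20e-06), with 0.52, 1.69 and 0.99 at the 3 days, and zinc-binding protein A33, of the tripartite motif family, fell (-1.46 ± 0.17, adjusted p = 1.74e-08). The Atlantic direction depends on the setting, since 12.6% of the calls were up with median centring and 33.9% with read-out day as a block. Under the methods' definition, which asks for a fold change of 1.5 on at least 1 day and no interaction, the infection effect covered 559 probes in Atlantic salmon and 788 in pink salmon. With the mean of each tank and day as the replicate, limma called 0 Atlantic probes (1148 at an unadjusted p under 0.05) and 54 pink probes.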

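Counted by unique name over the time course, unique genes higher in infected fish numbered 51 in Atlantic salmon and 59 in pink salmon by the mean of the 3 daily differences, and unique genes lower numbered 32 and 90. With a fold change of 1.5 on at least 1 day and no interaction, as the methods have it, 190 genes were higher and 141 lower in Atlantic salmon, and 225 were higher and 223 lower in pink salmon. Cytochrome b5, an electron carrier of the endoplasmic reticulum, was among those that fell in Atlantic salmon (mean log2 fold change -0.76 ± 0.19, adjusted p = 0.0107), as was the fructose-metabolizing enzyme ketohexokinase (-0.75 ± 0.24, adjusted p = 0.0413). In pink salmon lipid phosphate phosphohydrolase 1 rose (1.20 ± 0.18, adjusted p = 4.21e-06) and ubiquitin fell (-1.07 ± 0.13, adjusted p = 3.58e-08).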

Uniquely annotated genes responding in a similar manner across all days included 200 up- and 148 down-regulated genes in Atlantic salmon, and 238 up- and 225 down-regulated genes in pink salmon. 

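Among the probes whose response differed between days, the day of the largest difference was 3 dpe for 51 higher and 120 lower Atlantic probes, 6 dpe for 122 and 38, and 9 dpe for 8 and 7. In pink salmon it was 3 dpe for 60 and 87, 6 dpe for 41 and 14, and 9 dpe for 3 and 3. The thyroid hormone-binding mu-crystallin homolog was higher in infected Atlantic salmon at 6 dpe by 2.10 on the log2 scale and stood at -0.97 and -1.05 at 3 and 9 dpe (adjusted p of the difference between days = 0.0276). Ferritin middle subunit, an iron store, stood at -0.79, 1.99 and -0.42 on the same days (adjusted p = 0.0382), and lipid phosphate phosphohydrolase 3 at -1.71, 0.16 and -0.57 (adjusted p = 0.0451). In pink salmon the ribosome assembly protein midasin was 1.30 at 3 dpe and 0.32 and 0.10 later (adjusted p = 0.0155), and growth hormone receptor 0.95, 0.23 and 0.02 (adjusted p = 0.0359). Leukocyte cell-derived chemotaxin 2, a neutrophil attractant, was -1.29 at 3 dpe and 0.05 at 6 dpe (adjusted p = 0.00587). Of the 13532 probes tested in both species, 268 were called in Atlantic and 183 in pink salmon and 7 in both, where 3.62 would be shared by chance (Fisher's exact test, p = 0.0719).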

For both species, most time-dependent genes were specific to the early days of the infection (Figure 2C) and these genes were almost entirely exclusive to each species (Additional file 5: Table S3).

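Chaperones and folding enzymes were higher in infected fish of every species at 6 dpe. At 6 dpe 5 of the 36 folding genes measured rose in Atlantic salmon and 0 fell, 10 of 33 rose and 1 fell in chum salmon, and 9 of 35 rose and 1 fell in pink salmon. Adjusted over the list alone, 6, 10 and 10 rose; the members have names only because the study listed them, so neither this count nor the score is independent evidence. The mean score of the list was higher by 0.30 in Atlantic salmon at 6 dpe (adjusted p = 0.00667 by exact permutation, 10 of 10 infected fish), by 0.42 in chum salmon (adjusted p = 7.04e-05, 10 of 10) and by 0.35 in pink salmon (adjusted p = 0.000361, 10 of 10). It was higher by 0.29 and 0.36 at 3 dpe in Atlantic and pink salmon, and at 9 dpe the differences were 0.09 (exact permutation, adjusted p = 0.368) and 0.12 (adjusted p = 0.0769). Examples of the list were chosen after their values were seen. In Atlantic salmon the inducible heat shock 70 kDa protein 1 rose 1.99-fold (log2 1.00 ± 0.25, adjusted p = 0.0378, 10 of 10 fish), and the cytosolic chaperonin subunits T-complex protein 1 alpha and eta rose 1.56-fold and 1.60-fold. In chum salmon protein disulfide-isomerase A4, which forms disulfide bonds in the endoplasmic reticulum, rose 1.85-fold (adjusted p = 2.38e-05), and endoplasmin, the HSP90 of that compartment, 1.70-fold (adjusted p = 9.95e-05). In pink salmon the HSP70 of the endoplasmic reticulum, 78 kDa glucose-regulated protein, rose 1.66-fold (log2 0.73 ± 0.13, adjusted p = 0.00371, 10 of 10) and the co-chaperone DnaJ A4 1.76-fold. Heat shock 70 kDa protein 4 rose in both Pacific species, 1.58-fold in chum and 1.65-fold in pink salmon.

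**Figure D1:**
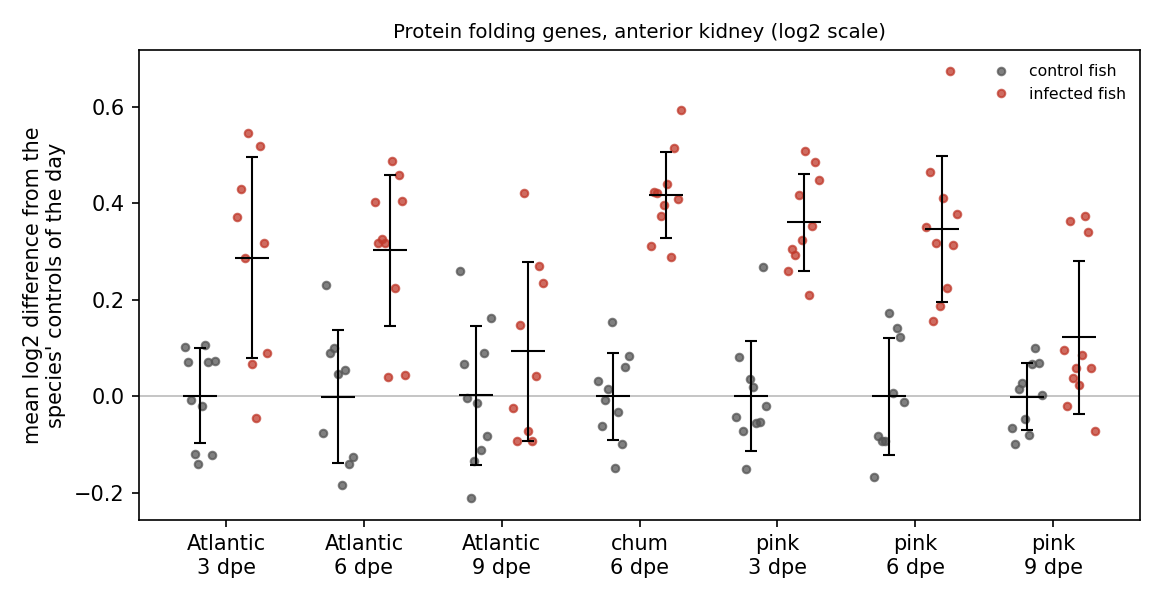
Score of the protein folding and chaperone list (mean log2 ratio of its members relative to the control mean) in each anterior kidney fish, by species, day and infection; bars give the mean and SD. At 6 dpe the infected fish of chum and pink salmon lie above the mean of their controls in 10 of 10 and 10 of 10 cases.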

The protein folding response was up-regulated in the anterior kidney of all species (p < 0.01; Table 1). Unfolded proteins are typically an indicator of cellular stress (see [37]). 

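DNA-damage-inducible transcript 4-like, an inhibitor of mTOR signalling, rose 9.47-fold in chum salmon at 6 dpe (log2 3.24 ± 0.29, adjusted p = 4.51e-07, 10 of 10 fish) and 2.44-fold in pink salmon (log2 1.29 ± 0.34, adjusted p = 0.0242, 10 of 10), and the response was larger in chum salmon (difference 1.96 ± 0.43, which passed limma's test at 0.05). Stress-induced phosphoprotein 1, which links HSP70 to HSP90, rose in pink salmon by a mean of 0.72 ± 0.16 over the 3 days (adjusted p = 0.000853), with 1.23 at 3 dpe. In Atlantic salmon its mean was 0.55 ± 0.17, 1.47-fold (adjusted p = 0.0347), under the fold threshold, with 1.10 at 3 dpe. Stress-associated endoplasmic reticulum protein 1, which protects nascent membrane proteins, rose 2.21-fold in chum salmon (adjusted p = 0.000149, 9 of 9). In pink salmon at 6 dpe the growth arrest gene GADD45 alpha rose by 0.66 ± 0.14 (adjusted p = 0.00795, 10 of 10) and apoptosis-inducing factor 2 by 0.70 ± 0.14 (adjusted p = 0.00564). GADD45 beta had a mean of 0.06 ± 0.12 over the 3 days (adjusted p = 0.779), and programmed cell death protein 10 of 0.32 ± 0.11 (adjusted p = 0.0367, 1.25-fold), with 0.73 at 3 dpe. The mitochondrial chaperone stress-70 protein rose 1.54-fold in pink salmon (adjusted p = 0.0168), and its log2 fold change was 0.37 ± 0.17 in Atlantic salmon (adjusted p = 0.244).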

Other up-regulated indicators of cellular stress included *stress-induced phosphoprotein 1* (Atlantic and pink), *damage inducible transcript 4-like* and *stress-associated ER protein 1* (chum), *growth arrest and DNA-damage induced protein gadd45 beta* (pink), *programmed cell death protein 10* (pink), *apoptosis induced factor 2* (pink), *stress-70 protein* (Atlantic) (Additional file 6: Figure S3). Cyclin-dependent kinase inhibitors promote cell cycle arrest at G1 phase [38]. 

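Cyclin-dependent kinase 4 inhibitor B rose 4.13-fold in infected Atlantic salmon at 6 dpe (log2 2.05 ± 0.35, adjusted p = 0.00416), with 10 of 10 infected fish above the control mean and all 4 of its probes up. Its log2 fold change was -0.00 at 3 dpe and 0.91 at 9 dpe, and the response differed between days (adjusted p = 0.0396). Cyclin-dependent kinase inhibitor 1C had log2 fold changes of -0.52, 0.77 and 0.20 at 3, 6 and 9 dpe and differed between days (adjusted p = 0.0243). On the 6 dpe fish alone it was 0.77 ± 0.21 (adjusted p = 0.0532, 10 of 10). Among the 10 cell cycle genes measured at 6 dpe, 1 rose and 0 fell in Atlantic salmon (2 and 2 when adjusted over the list alone, which is not independent evidence, since the study listed the members), and the score of the list was 0.38, 0.00 and 0.36 at 3, 6 and 9 dpe (exact permutation, adjusted p = 0.0308, 0.968 and 0.0656).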

In Atlantic salmon, *cyclin-dependent kinase 4 inhibitor b* (*cdkn2b*) was highly up-regulated at day 6 and 9, and *cyclin-dependent kinase inhibitor 1c* was also up-regulated. *cdkn2b* induces cell cycle arrest in response to TGF-β [39]. These genes were not differentially expressed in chum salmon, although the Pacific salmon specifically up-regulated *cyclin-dependent kinase inhibitor 1*, albeit not to the same extent as *cdkn2b* in Atlantic salmon (Additional file 6: Figure S3). 

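In chum salmon at 6 dpe cyclin-dependent kinase 4 inhibitor B had a log2 fold change of 0.55 ± 0.22 (adjusted p = 0.121, 8 of 10 fish), lower than in Atlantic salmon by 1.50 ± 0.38 (adjusted p = 0.0255). Cyclin-dependent kinase inhibitor 1C did not pass the brightness filter in chum salmon. Cyclin-dependent kinase inhibitor 1, also known as p21, rose 1.61-fold in chum salmon (log2 0.68 ± 0.17, adjusted p = 0.0127) and 1.51-fold in pink salmon (log2 0.60 ± 0.14, adjusted p = 0.0136). Over the pink time course the sign of its largest daily difference changed with a normexp background correction (0.55). That can come from another day being the largest and does not show that any single day turned.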

Energetic costs of the infection, whether from rejection or tolerance mechanisms are reflected in the enrichment of energy usage (ATP-binding p < 0.05; Table 1) in Atlantic and chum salmon up-regulated lists.

**Table 1:** **Gene ontology enrichment of systemic responses to lice infection**

		GO term	No. genes	p-value	Fold enrich.
***Atl up***	BP	Protein folding	13	1.39E-05	4.7
	MF	ATP binding	36	3.37E-04	1.8
	MF	Metallopeptidase activity	7	1.00E-02	3.8
***Atl down***	BP	Amine metabolic process	13	6.58E-05	4.0
	MF	Enzyme inhibitor activity	7	2.70E-03	4.9
***Chm up***	BP	Amine metabolic process	14	2.20E-05	4.2
	BP	Protein folding	8	4.10E-03	3.9
	MF	ATP binding	22	2.62E-02	1.6
***Chm down***	BP	Immune response	11	3.36E-04	4.0
	BP	Response to virus	5	3.50E-03	7.7
	BP	Antigen processing and presentation of peptide or polysaccharide antigen via MHC class II	4	3.08E-04	27.1
	MF	Carbohydrate binding	8	4.10E-03	3.9
***Pnk up***	BP	Protein folding	13	7.90E-05	4.0
***Pnk down***	BP	Nitrogen compound biosynthetic process	15	8.42E-05	3.5
	BP	Heme biosynthetic process	4	1.30E-03	16.9
	BP	Erythrocyte development	4	1.30E-03	16.9
	BP	Response to virus	5	2.05E-02	4.7
	BP	Immune system process	16	3.37E-02	1.8

Selected Gene Ontology categories enriched in responses occurring generally over the nine days of infection in Atlantic (Atl), chum (Chm), and pink (Pnk) salmon anterior kidney. BP, biological process; MF, molecular function.

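Serum amyloid A, the major acute phase protein, rose 5.98-fold in chum salmon at 6 dpe (log2 2.58 ± 0.17, adjusted p = 2.86e-08, 8 of 8 fish) and 3.52-fold in pink salmon (log2 1.82 ± 0.41, adjusted p = 0.0142, 6 of 6). In Atlantic salmon it rose over the 3 days (0.94 ± 0.25, adjusted p = 0.0163), with log2 fold changes of 0.92, 0.11 and 1.80 at 3, 6 and 9 dpe, and its 6 dpe response was below that of chum salmon (Atlantic minus chum -2.47 ± 0.54, adjusted p = 0.00738). The transcription factor CCAAT/enhancer-binding protein beta, which drives acute phase genes, rose in pink salmon (0.90 ± 0.17, adjusted p = 0.00461) and was 0.41 ± 0.13 in chum salmon (adjusted p = 0.0546). CCAAT/enhancer-binding protein delta rose in chum salmon (0.59 ± 0.17, adjusted p = 0.0301). In pink salmon its response differed between days (adjusted p = 0.0245), with 0.63 at 3 dpe and -0.52 at 9 dpe, and with median centring the largest difference turned to -0.57. Complement component C7, part of the membrane attack complex, rose in chum (0.89 ± 0.16, adjusted p = 0.000781, 10 of 10) and pink salmon (0.74 ± 0.19, adjusted p = 0.0242, 10 of 10). Complement C3-1, the central component of the cascade, rose in chum salmon (0.81 ± 0.25, adjusted p = 0.0368) and, over the 3 days, in pink salmon (0.73 ± 0.21, adjusted p = 0.0134). Of the measured complement genes 4 of 5 rose in chum salmon and 2 of 5 in pink salmon, none fell, and 0 rose and 1 of 4 fell in Atlantic salmon. Of the acute phase genes 4 of 8 rose and 1 fell in chum salmon, 2 of 6 rose and 1 fell in pink salmon, and none of 7 passed in Atlantic salmon. Adjusted over the list alone 4 complement genes rose in pink salmon, and 1 rose and 1 fell in Atlantic salmon; the study listed these members itself, so neither the counts nor the score are independent evidence. The complement score was higher by 0.73 in chum salmon (adjusted p = 0.000782 by exact permutation) and by 0.66 in pink salmon at 6 dpe (adjusted p = 0.000704), and by -0.01 in Atlantic salmon (adjusted p = 0.968). These scores cover different members; on the 3 genes measured in both, Atlantic salmon lay -0.08 from chum and -0.14 from pink salmon (permutation, adjusted p = 0.689 and 0.635).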

While expression of the acute phase protein *serum amyloid A* was increased in all species, pink salmon in particular and to a lesser extent chum salmon up-regulated other components of the acute phase response, including *CCAAT/enhancer binding proteins*, and complement genes including *complement component c7* (pink and chum) and *complement component c3* (pink only; Figure 3). 

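Tissue-type plasminogen activator, the protease that starts clot lysis, rose 4.24-fold in Atlantic salmon at 6 dpe (log2 2.08 ± 0.32, adjusted p = 0.00219, 10 of 10 fish, both probes) and differed in its response from chum salmon (2.63 ± 0.37, adjusted p = 2.32e-05) and from pink salmon (1.99 ± 0.37, adjusted p = 0.000445). In chum salmon its log2 fold change was -0.55 ± 0.12 (adjusted p = 0.00458), below the fold threshold. Its inhibitor, plasminogen activator inhibitor 1, rose 2.11-fold in pink salmon at 6 dpe (log2 1.08 ± 0.25, adjusted p = 0.0135, 10 of 10) and over the 3 days in Atlantic salmon (0.59 ± 0.15, adjusted p = 0.0158). Plasminogen itself rose over the days in Atlantic salmon (0.84 ± 0.26, adjusted p = 0.0414), and was 1.46 ± 0.50 in chum salmon (adjusted p = 0.0637). Tissue factor pathway inhibitor 2 had a mean of 0.38 ± 0.13 in pink salmon (adjusted p = 0.0325, 1.30-fold). Coagulation factor X, which forms the prothrombinase complex, did not pass the filter in chum salmon, where it stood at -0.80 ± 0.20 (limma without the filter, adjusted p = 0.0505). At 6 dpe 1 of 5 coagulation genes rose in Atlantic salmon, 1 of 6 in chum salmon and 1 of 5 in pink salmon, and none fell; adjusted over the list alone, 1, 2 and 2 rose among members that the study picked on these fish. The score of the list was higher by 0.48 in Atlantic (adjusted p = 0.00892 by exact permutation, 10 of 10), 0.38 in chum (adjusted p = 0.00962) and 0.31 in pink salmon (adjusted p = 0.0256).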

All three species also showed differential expression of components of the coagulation cascade (Additional file 6: Figure S3), although the genes involved differed among the species.

**Figure 3:**
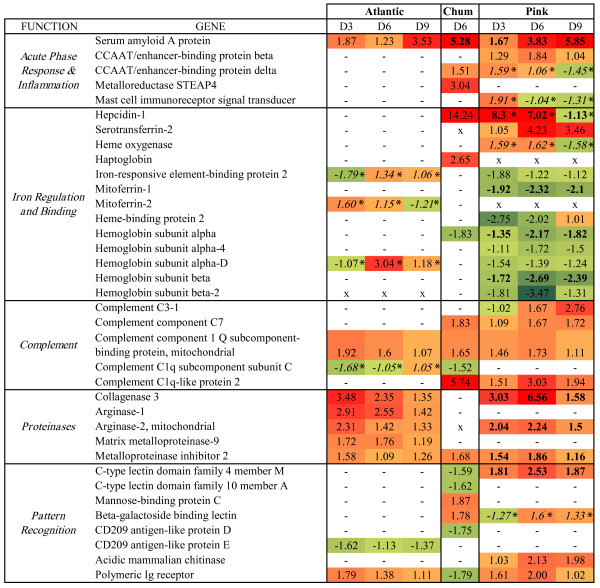
**Comparative gene expression responses in key functional groups.** Differentially expressed genes in the anterior kidney involved in the acute phase response, iron regulation, complement activity, proteinase activity, or pattern recognition are displayed with linear fold change values for each day (D3-D9) and colored by fold change relative to controls (green = down-regulated; red = up-regulated). Bold values indicate highly significant main effect of infection (p < 0.0001), asterisks indicate significant time by infection interaction, and italics indicates no significant main effect (significant interaction only). A hyphen indicates no significant difference identified and an ‘x’ indicates no probe passing quality control for the species.

Iron regulation was induced alongside up-regulation of complement/acute phase response in pink salmon. The main regulator of iron homeostasis, *hepcidin-1* was highly up-regulated in both chum and pink salmon (Figures 3 and 4A). 

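Hepcidin-1 rose 14.4-fold in chum salmon anterior kidney at 6 dpe (log2 3.85 ± 0.60, adjusted p = 0.000223), the largest change of any named gene there, with 10 of 10 infected fish above the control mean and 10 infected against 1 control fish reaching a signal of 500 in both channels. In pink salmon its probe did not pass the brightness filter, so its values stand outside the test of all probes. At 6 dpe the infected fish lay 2.80 above the controls on the log2 scale (exact permutation test, two-sided p = 0.00430), and 6 of 10 infected and 0 control fish reached 500 in both channels. In Atlantic salmon the differences were 0.51, 1.00 and 0.58 at 3, 6 and 9 dpe (exact permutation, p = 0.322, 0.133 and 0.119).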

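Hepcidin-1 was 3.04 higher on the log2 scale in infected than in control pink salmon at 3 dpe (exact permutation, two-sided p = 0.000217, 10 infected fish), when 5 infected and 0 control fish reached a signal of 500 in both channels. At 9 dpe the difference was -0.17 (p = 0.712 by the same test, 11 infected fish), and 0 infected and 1 control fish reached that signal.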

In pink salmon this induction was specific to 3 and 6 dpe, with expression returning to baseline by 9 dpe. Genes involved in scavenging iron from blood and sequestering in tissues including *serotransferrin-2* and *haptoglobin* were up-regulated in pink and chum salmon, respectively. 

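Serotransferrin-2, a plasma iron carrier, rose 4.27-fold in pink salmon at 6 dpe (log2 2.10 ± 0.51, adjusted p = 0.0159, 9 of 10 fish). Its log2 fold change was 0.08 at 3 dpe and 1.80 at 9 dpe, and it was 0.27 ± 0.27 in Atlantic salmon at 6 dpe (adjusted p = 0.628). Haptoglobin, which binds free hemoglobin, rose 2.07-fold in chum salmon (log2 1.05 ± 0.28, adjusted p = 0.0213, 9 of 10), with both of its probes up, and was 0.63 ± 0.54 in Atlantic salmon (adjusted p = 0.574). Of the genes of iron handling 3 of 10 rose and 1 fell in chum salmon, 2 of 7 rose and 2 fell in pink salmon and 2 of 10 rose in Atlantic salmon, with the same counts adjusted over the list alone; the study chose the members on these fish. The score of the list was higher by 0.53 in chum salmon (adjusted p = 0.00104 by exact permutation, 10 of 10) and by 0.00 in pink salmon (adjusted p = 0.979). Hepcidin-1 is among the members measured in chum but not in pink salmon, where it did not pass the filter, and on the 6 members measured in both the scores were 0.22 and -0.27, a difference of 0.49.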

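Of the 7 heme biosynthesis genes measured in pink salmon at 6 dpe, 3 fell, 0 rose and 4 did not pass the test, the same count as adjusted over the list alone, whose members the study chose on these fish. Porphobilinogen deaminase, which assembles the linear tetrapyrrole, fell 2.25-fold (log2 -1.17 ± 0.19, adjusted p = 0.00194, 10 of 10 fish), uroporphyrinogen-III synthase, which closes the ring, 1.76-fold (log2 -0.81 ± 0.19, adjusted p = 0.0120, 10 of 10) and protoporphyrinogen oxidase 1.84-fold (log2 -0.88 ± 0.19, adjusted p = 0.00969, 10 of 10). Over the 3 days these same enzymes fell, and 3 others were lower at an adjusted p under 0.05 without reaching 1.5-fold: the erythroid 5-aminolevulinate synthase, the first and rate-limiting enzyme (-0.50 ± 0.14, adjusted p = 0.0109), delta-aminolevulinic acid dehydratase (-0.47 ± 0.11, adjusted p = 0.00201) and coproporphyrinogen III oxidase (-0.38 ± 0.11, adjusted p = 0.0151). The score of the list stood at -0.25, -0.62 and -0.54 in infected pink salmon at 3, 6 and 9 dpe (exact permutation, adjusted p = 0.0732, 0.00155 and 0.0148), and the score of erythroid markers, which include the erythroid synthase, stood at -0.38, -0.84 and -0.58. In chum salmon none of the 7 genes passed the test and the score was -0.01 (adjusted p = 0.872), a difference of 0.60 from pink salmon. The erythroid synthase rose in Atlantic salmon at 6 dpe (1.08 ± 0.25, adjusted p = 0.0230), where erythroid markers stood low in the controls of that day.

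**Figure D2:**
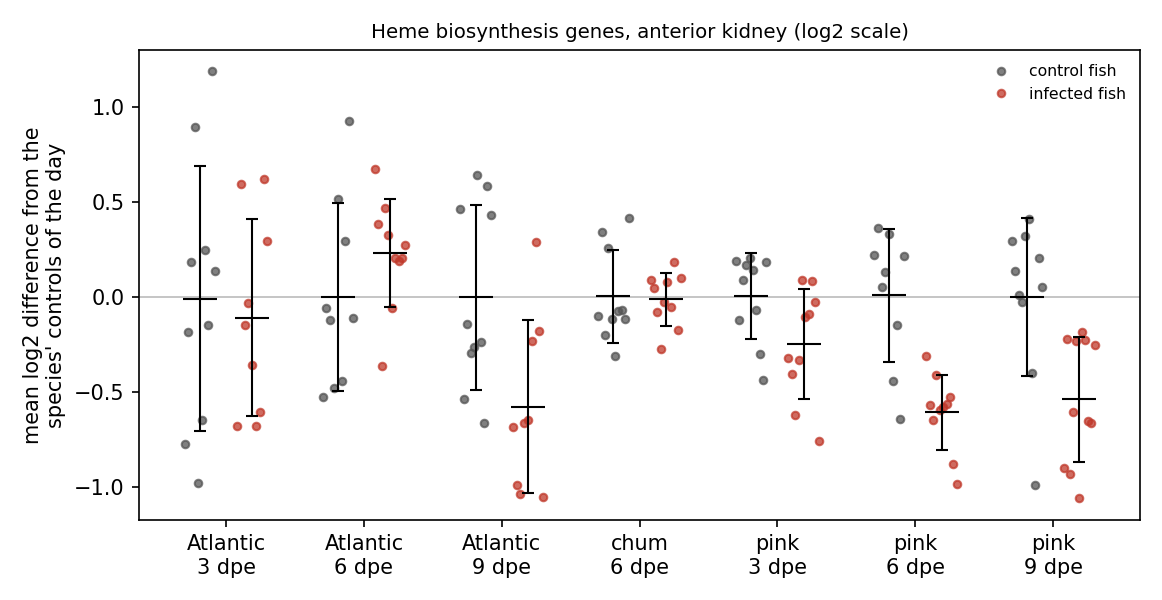
Score of the heme biosynthesis list (mean log2 ratio of its members relative to the control mean) in each anterior kidney fish, by species, day and infection; bars give the mean and SD. The infected pink salmon of 6 dpe average -0.62 against their controls and the infected chum salmon -0.01.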

Pink salmon suppressed heme biosynthesis through suppression of six of the seven enzymes in the pathway (Table 1; Figure 4B). Pink salmon up-regulated the heme-recycling *heme oxygenase* specifically at 3 and 6 dpe, and down-regulated several hemoglobin subunits (n = 5), as well as *mitoferrin-1* and *heme binding protein 2* (Figure 3). Both chum and pink salmon induced iron regulatory mechanisms, although some components were specific to pink salmon (e.g., suppression of heme biosynthesis).

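Heme oxygenase, which degrades heme and frees its iron, rose 1.69-fold in pink salmon at 6 dpe (log2 0.76 ± 0.23, adjusted p = 0.0491, 8 of 9 fish). Its log2 fold changes over the time course were 0.62, 0.76 and -0.53 at 3, 6 and 9 dpe, and they differed between days (adjusted p = 0.0405). Of the 6 hemoglobin subunits measured at 6 dpe, 4 fell and 0 rose in pink salmon, on the probe of each with the highest signal. Subunit beta-2 fell 3.56-fold (log2 -1.83 ± 0.43, adjusted p = 0.0130), beta 2.65-fold (log2 -1.40 ± 0.23, adjusted p = 0.00204), alpha 2.13-fold (adjusted p = 0.00213) and alpha-4 1.74-fold (adjusted p = 0.0175). Alpha-D was -0.51 ± 0.18 (adjusted p = 0.0860), and beta-1 0.14 ± 0.12 on its brightest probe and -1.61 on its second probe, which was called. The mitochondrial iron importer mitoferrin-1 fell 2.37-fold at 6 dpe (log2 -1.24 ± 0.31, adjusted p = 0.0175, 9 of 10), and heme-binding protein 2 1.54-fold (log2 -0.62 ± 0.14, adjusted p = 0.00920), with all 4 of its probes down. Of the 15 erythroid markers measured, which include the hemoglobins and mitoferrin-1, 11 fell and none rose in pink salmon, while in Atlantic salmon 6 of 14 rose and in chum salmon 1 of 15 fell (11 fell, 9 rose and 1 fell adjusted over the list alone, among members the study listed on these fish).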

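The hemoglobin score at 6 dpe was -0.36 in infected chum salmon (exact permutation, adjusted p = 0.00608, 10 of 10 fish below the control mean), -0.92 in pink salmon (adjusted p = 0.000541, 10 of 10) and 0.96 in Atlantic salmon (adjusted p = 0.00667, 10 of 10 above), over the subunits measured in each. Compared directly on the subunits measured in both, chum salmon lay 0.56 above pink salmon and Atlantic salmon 1.70 above pink salmon. The erythroid marker score, which moves with these genes, was -0.13 in chum salmon and 0.86 in Atlantic salmon against their own controls of 6 dpe. Chum minus pink salmon was 1.01 ± 0.40 for porphobilinogen deaminase and 0.76 ± 0.27 for protoporphyrinogen oxidase (limma, adjusted p = 0.389). Neither enzyme passed the test of a difference, nor did mitoferrin-1 at 1.15 ± 0.45. From hepcidin-1 in chum and pink salmon and from heme oxygenase, serotransferrin-2, the hemoglobin subunits and the heme enzymes in pink salmon, the paper raises nutritional immunity, the withholding of nutrients by the host, as a possible part of the defence against lice.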

**Figure 4:**
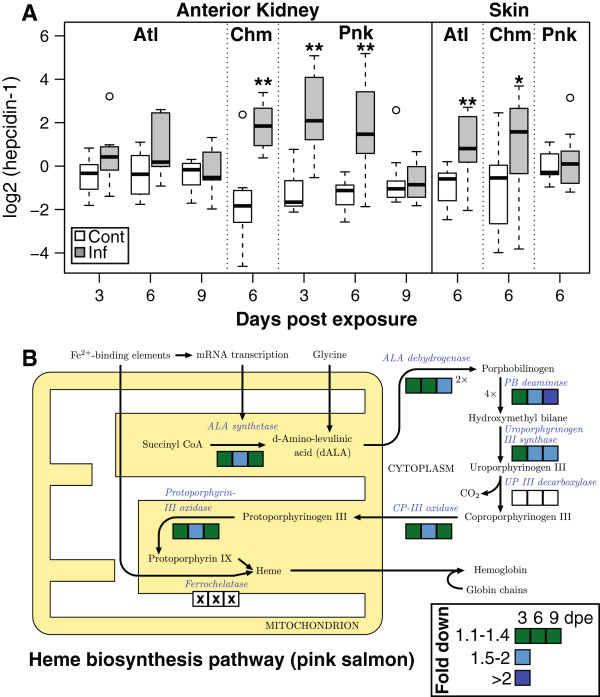
**Species and tissue expression of iron regulation mechanisms. (A)** *hepcidin-1* was highly up-regulated in the anterior kidney of pink salmon early in the infection period (day three and six only). Chum salmon highly increased *hepcidin-1* expression in the anterior kidney and more moderately in the skin. Atlantic salmon up-regulated *hepcidin-1* in the skin but not in the anterior kidney (*hepcidin-1* data shown is from qPCR). Boxplot displays median and interquartile range, and circles are outliers. *denotes p < 0.05; **denotes p < 0.001. *Hepcidin-1* induction was a general response to the infection, whereas other iron homeostasis mechanisms, such as **(B)** reduction of expression of the heme biosynthesis pathway, were specific to pink salmon. Boxes indicate fold change for day 3, 6 and 9 post infection; an x indicates no probe for analysis, and an empty box indicates no significant difference in expression (heme biosynthesis transcripts shown are from microarray data). Image adapted from: *Wikimedia Commons “Heme synthesis” Creative Commons Attribution-ShareAlike 3.0 Unported.*

Innate pattern recognition receptors may be involved in recognizing the parasite or cell damages, and subsequently inducing appropriate response mechanisms. Pattern recognition receptors were induced in all species but the active components were species-specific (Figure 3). 

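At 6 dpe 2 of 10 pattern recognition genes and lectins rose and 1 fell in pink salmon, 3 of 13 rose and 5 fell in chum salmon and 1 of 12 rose in Atlantic salmon. Adjusted over the list alone, 6 fell in chum salmon and the other counts stayed as they were; the study picked the members on these fish, so neither the counts nor the score are independent evidence. Galectin-3-binding protein, a scavenger receptor-like glycoprotein, fell in chum salmon (-0.80 ± 0.20, adjusted p = 0.0139) and in pink salmon (-0.70 ± 0.14, adjusted p = 0.00698). The mean score of the list was -0.24 in chum salmon (exact permutation, adjusted p = 0.00718) and -0.40, -0.07 and 0.14 in Atlantic salmon at 3, 6 and 9 dpe (adjusted p = 0.00721, 0.727 and 0.306).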

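The C-type lectin of domain family 4, member M, a membrane lectin for carbohydrates of pathogens, rose 1.85-fold in pink salmon at 6 dpe (log2 0.89 ± 0.24, adjusted p = 0.0288, 9 of 10 fish) and over the 3 days (0.66 ± 0.15, adjusted p = 0.00181). It fell in chum salmon (-0.63 ± 0.17, adjusted p = 0.0218, 9 of 10) and was -0.15 ± 0.18 in Atlantic salmon (adjusted p = 0.707). Its response differed between pink and chum salmon (chum minus pink -1.52 ± 0.29, adjusted p = 0.00541) and between pink and Atlantic salmon (Atlantic minus pink -1.04 ± 0.30, adjusted p = 0.0401). Mannose-binding protein C, a soluble lectin that starts the lectin pathway of complement, rose 1.87-fold in chum salmon (log2 0.90 ± 0.25, adjusted p = 0.0256, 9 of 10), with both probes up. It was 0.08 ± 0.19 in Atlantic salmon (adjusted p = 0.861), and the difference between these species did not pass the test (-0.82 ± 0.31, adjusted p = 0.189).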

Up-regulation of *c-type lectin domain family 4 member M* occurred only in pink salmon (p < 0.0001), whereas up-regulation of *mannose-binding protein C* occurred only in chum salmon. 

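Beta-galactoside-binding lectin, a galectin, rose 1.61-fold in chum salmon at 6 dpe (log2 0.69 ± 0.14, adjusted p = 0.00327, 10 of 10 fish), with 7 of its 9 probes up, and 1.66-fold in pink salmon (log2 0.73 ± 0.14, adjusted p = 0.00534, 8 of 8), with all 9 probes up. In Atlantic salmon its log2 fold change was 0.17 ± 0.23 (adjusted p = 0.751). Over the pink time course the response differed between days (adjusted p = 0.0127), with -0.37 at 3 dpe and 0.43 at 9 dpe.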

*Beta-galactoside binding lectin* up-regulation occurred in pink and chum salmon at 6 dpe. As identified previously [24], *polymeric Ig receptor* increased in expression for Atlantic salmon. Here, pink salmon also up-regulated this transcript, whereas expression was down-regulated in chum salmon (Figure 3). However, an additional *polymeric Ig receptor* probe indicated down-regulation in pink salmon (*data not shown*). 

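Polymeric immunoglobulin receptor, which carries immunoglobulin across epithelia, rose 2.00-fold in pink salmon at 6 dpe on its brighter probe (log2 1.00 ± 0.19, adjusted p = 0.00453, 9 of 9 fish). The mean over the 3 days was 0.57 ± 0.12 in pink salmon (adjusted p = 0.000405, 1.49-fold) and 0.44 ± 0.10 in Atlantic salmon (adjusted p = 0.00617, 1.36-fold, with 0.79 at 3 dpe), both below the fold threshold. In chum salmon the same probe was 0.50 ± 0.21 (adjusted p = 0.136), while the second probe fell (-0.86).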

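The lowest probe of polymeric immunoglobulin receptor had a log2 fold change of -0.42 in pink salmon at 6 dpe and of -0.46 over the 3 days, opposite in sign to the brighter probe, and was not called in either comparison.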

Specific to pink salmon was the induction of *acidic mammalian chitinase*, previously identified as one of the highest up-regulated genes in juvenile pink salmon responding to salmon lice [10]. 

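Acidic mammalian chitinase rose 2.03-fold in pink salmon at 6 dpe (log2 1.02 ± 0.31, adjusted p = 0.0492, 10 of 10 fish) on both of its probes. Its log2 fold changes were -0.02, 1.02 and 0.78 at 3, 6 and 9 dpe, with a mean of 0.59 ± 0.20 (adjusted p = 0.0323). In chum salmon it was 1.44-fold higher (log2 0.52 ± 0.16, adjusted p = 0.0368, 10 of 10 fish), below the fold threshold, and in Atlantic salmon -0.21 ± 0.31 (adjusted p = 0.760). The response did not differ past the threshold between chum and pink salmon (-0.50 ± 0.40, adjusted p = 0.892) or between Atlantic and pink salmon (-1.24 ± 0.40, adjusted p = 0.0829).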

The protein encoded by this gene has chitinase activity [40], and plays a role in allergic inflammation [41].

Suppression of antiviral response gene expression was characteristic of the anterior kidney of both pink and chum salmon. 

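Interferon-induced and antiviral genes were lower in infected chum and pink salmon. Of those measured at 6 dpe, 12 of 24 fell and 0 rose in chum salmon, 6 of 22 fell and 1 rose in pink salmon, and 0 of 21 fell and 1 rose in Atlantic salmon. Adjusted over the list alone, 12 fell in chum and 8 in pink salmon. The members are those that the study listed on these fish, so neither the counts nor the score of the list are independent evidence of the direction. The members that rose, named after their values were seen, were interferon-induced protein 44 in pink salmon, of which 2 of 6 probes fell, and interferon-stimulated 20 kDa exonuclease-like 1 in Atlantic salmon. The score of the list lay at -0.68 in chum salmon (adjusted p = 0.000188 by exact permutation, 10 of 10 fish below the control mean) and at -0.70, -0.53 and -0.29 in pink salmon at 3, 6 and 9 dpe (adjusted p = 0.000271, 0.00352 and 0.0100). In Atlantic salmon it was -0.49, -0.06 and 0.45 on the same days (adjusted p = 0.0513, 0.945 and 0.161). Compared directly at 6 dpe on the members measured in both, Atlantic salmon lay 0.69 above chum and 0.46 above pink salmon, and neither difference passed (permutation, adjusted p = 0.153 and 0.401). T cell markers were also lower at 6 dpe, with scores of -0.36 in chum and -0.42 in pink salmon (adjusted p = 0.00962 and 0.00352), as did thrombocyte markers in pink salmon (-0.29, adjusted p = 0.00847).

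**Figure D3:**
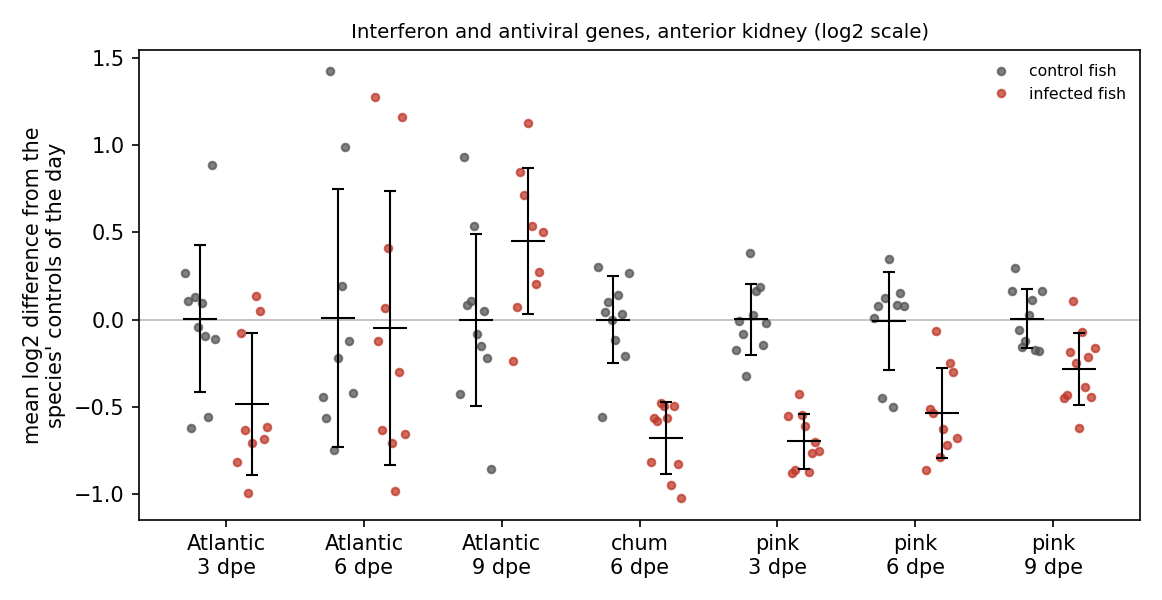
Score of the interferon and antiviral list (mean log2 ratio of its members relative to the control mean) in each anterior kidney fish, by species, day and infection; bars give the mean and SD. Infected chum salmon of 6 dpe average -0.68 and infected pink salmon -0.53 against their controls.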

Pink salmon down-regulated seven interferon-induced genes such as *interferon-induced GTP-binding protein Mx*, *interferon regulatory factor 1, 3, and 7*, three tripartite motif-containing genes and *signal transducer and activator of transcription 1* (Additional file 7: Figure S4). Many of these genes were also suppressed in chum salmon. 

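The antiviral GTPase Mx had a log2 fold change of -0.56 ± 0.18 in pink salmon at 6 dpe (adjusted p = 0.0735) and fell over the 3 days (-0.61 ± 0.13, adjusted p = 0.000808), with -1.14 at 3 dpe. Signal transducer and activator of transcription 1, which carries the interferon signal to the nucleus, fell 2.79-fold at 6 dpe (log2 -1.48 ± 0.28, adjusted p = 0.00467, 10 of 10 fish). Of the interferon regulatory factors, number 7 fell 1.74-fold (log2 -0.80 ± 0.16, adjusted p = 0.00649) and number 3 1.59-fold (log2 -0.67 ± 0.18, adjusted p = 0.0289). Number 1 was -0.56 ± 0.17 (adjusted p = 0.0480, 1.47-fold). Among the tripartite motif proteins, several of which restrict viruses, number 16 fell by 0.72 (adjusted p = 0.0372) and number 25 by 0.64 (adjusted p = 0.0418) at 6 dpe, and number 29 was -0.51 ± 0.15 (adjusted p = 0.0424, 1.42-fold). The interferon-induced very large GTPase 1 fell over the 3 days (-0.66 ± 0.14, adjusted p = 0.000426), and the double-stranded RNA-activated protein kinase, which halts translation, was -0.51 ± 0.16 at 6 dpe (adjusted p = 0.0471).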

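In chum salmon at 6 dpe Mx fell 3.48-fold (log2 -1.80 ± 0.23, adjusted p = 4.23e-05, 10 of 10 fish), signal transducer and activator of transcription 1 2.13-fold (log2 -1.09 ± 0.17, adjusted p = 0.000203), interferon regulatory factor 3 2.06-fold (adjusted p = 0.000123) and interferon regulatory factor 7 1.83-fold (adjusted p = 0.000588). Tripartite motif-containing proteins 16 and 25 fell 2.29-fold and 2.13-fold, double-stranded RNA-activated protein kinase 2.03-fold and interferon-induced protein with tetratricopeptide repeats 5, which binds viral RNA, 1.86-fold (adjusted p = 0.00454). Interferon regulatory factor 1 was -0.45 ± 0.13 (adjusted p = 0.0326), below the fold threshold. The responses of Mx (chum minus pink -1.24 ± 0.69, adjusted p = 0.787) and of signal transducer and activator of transcription 1 (0.39 ± 0.64, adjusted p = 0.986) did not differ past the threshold between the species.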

Enrichment was found in the down-regulated lists of both chum and pink salmon for response to virus (p < 0.05; Table 1). 

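Of the 6 MHC class II genes measured in chum salmon at 6 dpe, 3 fell and none rose, with the same count adjusted over the list alone; the study chose the members on these fish. The invariant (gamma) chain fell 1.81-fold (log2 -0.86 ± 0.19, adjusted p = 0.00629, 9 of 9 fish), A-K beta 1.64-fold (log2 -0.72 ± 0.11, adjusted p = 0.000263) and DP alpha 1.58-fold (log2 -0.66 ± 0.10, adjusted p = 0.000203). I-A beta was -0.52 ± 0.10 (adjusted p = 0.00263), below the fold threshold. The brightest probe of E-S beta did not pass the filter, so the gene is not among these, and 2 of its other probes fell (-0.64 and -0.60). In Atlantic salmon the I-A beta chain was -1.39 at 3 dpe, 0.11 at 6 dpe and -0.27 at 9 dpe, and its response differed between days (adjusted p = 0.0357). RT1 B alpha had a mean of -0.46 ± 0.15 over the days (adjusted p = 0.0473). The class II score was -0.61 in chum salmon (exact permutation, adjusted p = 7.04e-05, 10 of 10) and -0.66, -0.11 and -0.35 in Atlantic salmon at 3, 6 and 9 dpe (adjusted p = 0.00894, 0.654 and 0.000520). In pink salmon it was -0.34, -0.29 and -0.28 (adjusted p = 0.0157, 0.0216 and 0.0535), and chum minus pink salmon at 6 dpe was -0.29.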

Atlantic and chum salmon both down-regulated several chains of the MHC class II antigen presentation machinery (Additional file 7: Figure S4).

Considering the important immunomodulatory role of prostaglandin E_2_ in the louse-salmon interaction [17], it is interesting to note that *prostaglandin E synthase 3* was up-regulated in all species (Figure 3). However, the role of this transcript is unclear because in addition to generating prostaglandin E_2_, this enzyme is a co-chaperone of HSP90 and the unfolded protein response is activated in all species (Table 1). In addition, a prostaglandin inactivator, *15-hydroxyprostaglandin dehydrogenase* [*NAD+*] was suppressed at 3 and 6 dpe in pink salmon, and at 6 dpe in chum salmon (Additional file 6: Figure S3).

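Prostaglandin E synthase 3 rose 1.62-fold in chum salmon at 6 dpe (log2 0.69 ± 0.13, adjusted p = 0.00391, 7 of 7 fish), with 3 of its 5 probes up. In pink salmon the brightest probe was 0.57 ± 0.14 (adjusted p = 0.0220, 1.49-fold), just under the fold threshold, and 3 of its 4 probes were called up. In Atlantic salmon the brightest probe was 0.23 ± 0.12 at 6 dpe (adjusted p = 0.278), 0.42 at 3 dpe and 0.28 ± 0.07 as a mean over the 3 days (adjusted p = 0.0124, 1.22-fold). Figure S3 of the paper lists a larger Atlantic fold at 3 dpe than this probe gave, and the other Atlantic probes are not given here. The difference between Atlantic and chum salmon was -0.46 ± 0.17 (adjusted p = 0.192).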

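The prostaglandin-inactivating 15-hydroxyprostaglandin dehydrogenase fell 1.57-fold in chum salmon at 6 dpe (log2 -0.65 ± 0.14, adjusted p = 0.00576, 9 of 10 fish) and 1.56-fold in pink salmon (log2 -0.64 ± 0.20, adjusted p = 0.0480, 9 of 10). Over the pink time course it was -1.22 at 3 dpe and -0.10 at 9 dpe, and the response differed between days (adjusted p = 0.0437). In Atlantic salmon it was 0.03 ± 0.14 (adjusted p = 0.945).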

Differential expression of several components of cell-mediated immunity was evident in Atlantic salmon responses, including the up-regulation of the highly inflammatory *leukotriene B4 receptor* and *high affinity interleukin-8 receptor B*, both specific to Atlantic salmon (Additional file 6: Figure S3 and Additional file 7: Figure S4). 

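High affinity interleukin-8 receptor B, the neutrophil receptor for CXC chemokines, rose 2.37-fold in Atlantic salmon at 6 dpe (log2 1.24 ± 0.25, adjusted p = 0.00932, 10 of 10 fish) and over the 3 days (0.77 ± 0.16, adjusted p = 0.00309). It was 0.27 ± 0.25 in chum (adjusted p = 0.550) and 0.36 ± 0.25 in pink salmon (adjusted p = 0.407), and the differences from Atlantic salmon did not pass the test (0.97 ± 0.37 and 0.88 ± 0.37). Leukotriene B4 receptor 1, also a leukocyte chemoattractant receptor, had a mean of 0.45 ± 0.12 in Atlantic salmon (adjusted p = 0.0146, 1.36-fold) with 0.89 at 3 dpe. At 6 dpe it was 0.48 ± 0.21 in chum salmon (adjusted p = 0.153), where a second probe of the gene fell (-0.69), and 0.05 ± 0.19 in pink salmon (adjusted p = 0.895). Both are among the 8 neutrophil and myeloid markers measured, of which 1 rose in Atlantic salmon at 6 dpe (2 adjusted over the list alone, among members the study listed). The score of these markers was 0.30 higher (exact permutation, adjusted p = 0.0290, 10 of 10).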

Chum salmon increased expression of the *Ig mu chain region membrane bound form*, and *CD276 antigen* (Additional file 7: Figure S4).

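The membrane-bound Ig mu chain, part of the B cell receptor, rose 2.27-fold in chum salmon at 6 dpe (log2 1.19 ± 0.31, adjusted p = 0.0157, 10 of 10 fish). CD276 antigen, a ligand that modulates T cells, rose 1.73-fold (log2 0.79 ± 0.14, adjusted p = 0.000607, 10 of 10), and in Atlantic salmon 1.53-fold (log2 0.62 ± 0.11, adjusted p = 0.00555). Of the 3 B cell markers measured in chum salmon 1 rose and 1 fell, and of 5 T cell markers none passed (the same counts adjusted over the list alone, whose members the study listed), with a T cell score of -0.36 (exact permutation, adjusted p = 0.00962, 10 of 10 fish below the control mean).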

Metalloproteinase expression is typically induced in response to salmon lice [10, 23, 24]. 

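Collagenase 3, which degrades fibrillar collagen, had log2 fold changes of 0.94, 1.17 and -0.68 in Atlantic salmon at 3, 6 and 9 dpe, and the response differed between days (adjusted p = 0.0334). Its mean on the brightest probe was 0.48 ± 0.20 (adjusted p = 0.131), and its other probe rose (1.15). Matrix metalloproteinase-9, a gelatinase of neutrophils, rose over the 3 days (0.62 ± 0.17, adjusted p = 0.0192) and was 0.82 ± 0.28 at 6 dpe (adjusted p = 0.109). Arginase-1 rose 2.54-fold at 6 dpe (log2 1.35 ± 0.30, adjusted p = 0.0172, 10 of 10 fish) and over the days (1.13 ± 0.19, adjusted p = 0.000316), with 1.55 at 3 dpe and 0.50 at 9 dpe. Arginase-2 rose over the days (0.70 ± 0.15, adjusted p = 0.00495). Over the time course 3 of the 5 genes in the list of metalloproteinases, their inhibitors and arginases rose in Atlantic salmon and none fell, with the same count adjusted over the list alone; the study chose these members on these fish. The list's score was higher by 1.02, 0.78 and 0.16 at the 3 days (exact permutation, adjusted p = 0.00721, 0.00795 and 0.547).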

Atlantic salmon in the present study up-regulated several metalloproteinases: *collagenase-3* (*mmp13*), *matrix metalloproteinase-9*, and *arginase-1* and −*2* (Figure 3). 

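Collagenase 3 rose 6.90-fold in pink salmon at 6 dpe (log2 2.79 ± 0.39, adjusted p = 0.000664, 10 of 10 fish), the largest change of any named gene that passed the test there, and over the 3 days (1.70 ± 0.25, adjusted p = 1.91e-06). Arginase-2, the mitochondrial form, rose 2.25-fold (log2 1.17 ± 0.23, adjusted p = 0.00554, 10 of 10). Arginase-1 was 0.43 ± 0.33 and not called, and matrix metalloproteinase-9 -0.20 ± 0.28. Neither differed past the threshold from Atlantic salmon (0.91 ± 0.83, adjusted p = 0.649, and 1.03 ± 0.41).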

Only *mmp13* and *arginase-2* were up-regulated in pink salmon, and *mmp13* was one of the highest up-regulated genes for pink salmon anterior kidney (Figure 3). Interestingly, chum salmon did not increase expression of any of these metalloproteinases, although *metalloproteinase inhibitor 2* was up-regulated in all species.

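In chum salmon at 6 dpe collagenase 3 had a log2 fold change of 0.43 ± 0.20 (adjusted p = 0.186, 8 of 9 fish), less than in pink salmon (chum minus pink -2.36 ± 0.51, adjusted p = 0.0227), and matrix metalloproteinase-9 of 0.41 ± 0.25 (adjusted p = 0.319). Both arginases were too dim for the filter there, with log2 differences of -0.63 for arginase-1 (permutation p = 0.485) and 0.79 for arginase-2 (permutation p = 0.00241). Metalloproteinase inhibitor 2, which blocks gelatinases, rose 1.51-fold in chum salmon (log2 0.60 ± 0.16, adjusted p = 0.0198) and 1.84-fold in pink salmon (log2 0.88 ± 0.13, adjusted p = 0.00149, 9 of 9). In Atlantic salmon its mean over the days was 0.36 ± 0.10 (adjusted p = 0.0237, 1.29-fold) and its 6 dpe response was below that of pink salmon (Atlantic minus pink -0.78 ± 0.22, adjusted p = 0.0464).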

### Local transcriptomic responses of Atlantic, chum, and pink salmon

In the microarray analysis of the skin (by sampling pectoral fin), all species were profiled at six days post exposure, with 9 or 10 individuals used for each species and infection class combination (i.e. total Atlantic, chum, and pink skin samples = 18, 20, 19, respectively). 

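Pectoral fin RNA of 56 fish taken at 6 dpe was measured on the same type of array, with 9 control and 9 infected Atlantic salmon, 10 and 10 chum salmon, and 9 and 9 pink salmon. A further pink control fish was left out because its 2 channel files come from different slides, although the authors' processed table holds it. The steps were those used for anterior kidney, run apart from it. Background-subtracted Cy5 signal had a median of 398.25 over the arrays (range 249 to 1881) above a local background of 247, and the reference signal a median of 533.5 (range 468 to 818). A median of 38.2% of the spots of an array reached 500 in both channels and were rated present, saturated spots not counted (range 25.5% to 60.4%). The arrays came from 16 slides read on 3 days, and 13 of the slides carried both infected and control fish.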

Differential expression was mainly identified in chum salmon, with 44 up-regulated genes, and 86 down-regulated genes. 

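In chum salmon skin 103 of 16076 probes rose and 215 fell at 6 dpe. By unique name, unique genes higher in infected fish numbered 50 and unique genes lower 89. Alpha-N-acetylgalactosaminide alpha-2,6-sialyltransferase 2, which caps mucin-type sugar chains, rose 3.59-fold (log2 1.84 ± 0.22, adjusted p = 2.09e-05, 10 of 10 fish), and the epidermal crosslinking enzyme protein-glutamine gamma-glutamyltransferase 5 rose 3.41-fold (adjusted p = 0.00162). Cysteine dioxygenase type 1, which breaks down cysteine, fell 4.30-fold (log2 -2.10 ± 0.36, adjusted p = 0.00148, 10 of 10) and sacsin 3.39-fold (adjusted p = 6.69e-05). Markers of epidermis did not move past the test (0 of 4 up, 0 down, also adjusted over the list alone). The count fell to 159 with median centring, 153 without a filter on dim probes and 188 with a signal of 500 required on every array.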

There were only four probes differentially expressed in pink salmon skin (two probes without annotation, *suppressor of fused homolog* and *guanidinoacetate N-methyltransferase*) and no differential expression was found in Atlantic salmon skin.

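In pink salmon skin 3 of 15885 probes rose and 2 fell. Guanidinoacetate N-methyltransferase, which makes creatine, fell 2.62-fold (log2 -1.39 ± 0.18, adjusted p = 0.00111, 9 of 9 fish), and a probe named for a transglutaminase C-terminal domain rose 2.62-fold (adjusted p = 0.0473). Suppressor of fused homolog, a repressor of hedgehog signalling, was -0.62 ± 0.13 (adjusted p = 0.114). In Atlantic salmon skin 2 of 17527 probes were called. High choriolytic enzyme 1, an astacin-family protease, rose 4.85-fold (log2 2.28 ± 0.37, adjusted p = 0.0292, 9 of 9) and interferon-induced protein with tetratricopeptide repeats 5 fell 3.48-fold (log2 -1.80 ± 0.26, adjusted p = 0.0156, 8 of 8). At an unadjusted p under 0.05 there were 1250 probes in pink and 1039 in Atlantic salmon skin. With read-out day as a block, chosen after the data were seen, 10 and 18 probes were called, and with slide as a fixed block 0 in Atlantic salmon skin.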

Genes up-regulated in chum skin were involved in cell death (6 genes; p = 0.012) and those down-regulated were involved in immune response (9 genes; p < 0.001). The *complement component C7* gene was up-regulated (Additional file 8: Figure S5) as in the anterior kidney. 

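Complement component C7 rose 1.89-fold in chum salmon skin (log2 0.92 ± 0.13, adjusted p = 0.000267, 10 of 10 fish), on both of its probes. It was the 1 of 5 complement genes measured that rose, none fell, and 2 rose adjusted over the list alone, among members the study listed on these fish.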

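Interleukin-20 receptor alpha chain fell 4.37-fold in chum salmon skin (log2 -2.13 ± 0.22, adjusted p = 8.35e-06), with 10 of 10 infected fish below the control mean. It was -1.48 ± 0.50 in Atlantic salmon skin (adjusted p = 0.509) and -1.55 ± 0.32 in pink salmon skin (adjusted p = 0.114). Of the 12 chemokines, cytokines and receptors measured in chum salmon skin, 1 fell and 0 rose (2 fell adjusted over the list alone, among members the study listed).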

Expression of *interleukin-20 receptor alpha chain* was down-regulated. IL-20 signalling through signal transducer and activator of transcription-3 generates potent cutaneous inflammation [42]. 

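Fibroblast growth factor-binding protein 1 rose 2.54-fold in chum salmon skin (log2 1.34 ± 0.17, adjusted p = 6.93e-05, 9 of 9 fish). Adseverin, which severs actin filaments, rose 2.67-fold (log2 1.42 ± 0.20, adjusted p = 0.000251, 10 of 10), and was 0.67 ± 0.21 in pink salmon skin (adjusted p = 0.357). Cell cycle genes in chum salmon skin went both ways, with 1 of 8 up and 1 down (2 and 1 adjusted over the list alone, among members the study listed).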

Cell proliferative genes were also up-regulated, such as *fibroblast growth factor-binding protein 1*, a keratinocyte mitogen up-regulated after skin injury in epithelial cells [43] and *adseverin*, a regulator of chondrocyte proliferation and differentiation [44] (Additional file 8: Figure S5). However, also up-regulated was *growth arrest and dna-damage-inducible protein gadd45 beta*, which is induced by genotoxic agents or apoptotic cytokines and has a role in reducing proliferation [45]. Furthermore, induction of *thioredoxin* was identified, which is involved in protection from reactive oxygen species-induced stress. 

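Growth arrest and DNA-damage-inducible protein GADD45 beta rose 2.95-fold in chum salmon skin (log2 1.56 ± 0.20, adjusted p = 7.27e-05), with 10 of 10 infected fish above the control mean. In chum salmon anterior kidney it was 0.22 ± 0.20 (adjusted p = 0.541).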

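Thioredoxin, a small protein that reduces disulfides, rose 2.49-fold in chum salmon skin (log2 1.31 ± 0.26, adjusted p = 0.00655, 9 of 10 fish), and all 5 of its probes were called up.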

Interestingly, the highest up-regulated annotated gene was *FK506-binding protein 5*, which was also up-regulated in the anterior kidney of all species (Additional file 6: Figure S3). 

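FK506-binding protein 5, a co-chaperone of the glucocorticoid receptor that the receptor induces, rose 3.46-fold in chum salmon skin (log2 1.79 ± 0.28, adjusted p = 0.000650, 10 of 10 fish) on its brighter probe and by 2.10 on its second, the highest of the named probes. In chum salmon anterior kidney it rose 4.25-fold (log2 2.09 ± 0.25, adjusted p = 1.86e-05, 10 of 10). In pink salmon anterior kidney its response differed between days (adjusted p = 0.00846), with 1.29, 0.73 and -0.54 at 3, 6 and 9 dpe, and in Atlantic salmon it rose over the days (0.69 ± 0.19, adjusted p = 0.0199). Genes of the glucocorticoid response were higher in chum salmon, 3 of 8 in skin and 5 of 9 in anterior kidney, and none fell (4 and 5 adjusted over the list alone, among members the study listed). Their scores were higher by 0.83 (adjusted p = 0.000130 by exact permutation, 10 of 10) and 0.96 (adjusted p = 7.04e-05, 10 of 10).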

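In chum salmon skin 14 of the 24 interferon-induced and antiviral genes measured fell and 0 rose (18 and 1 adjusted over the list alone, which is not independent evidence because the study listed the members). Radical S-adenosyl methionine domain-containing protein 2, also called viperin, fell 3.82-fold (log2 -1.93 ± 0.30, adjusted p = 0.000596, 10 of 10 fish), Mx 2.61-fold (adjusted p = 0.000956), signal transducer and activator of transcription 1 2.55-fold (adjusted p = 0.000905) and interferon-induced guanylate-binding protein 2 2.14-fold (adjusted p = 0.00141). Interferon regulatory factors 3 and 7 fell 1.92-fold and 2.12-fold. The score of the list was -0.81 (exact permutation, adjusted p = 0.000130, 10 of 10 fish below the control mean). MHC genes fell beside them, 5 of 7 class II genes and 2 of 3 class I presentation genes (6 and 2 adjusted over the list alone), and T cell markers too, 2 of 3.

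**Figure D4:**
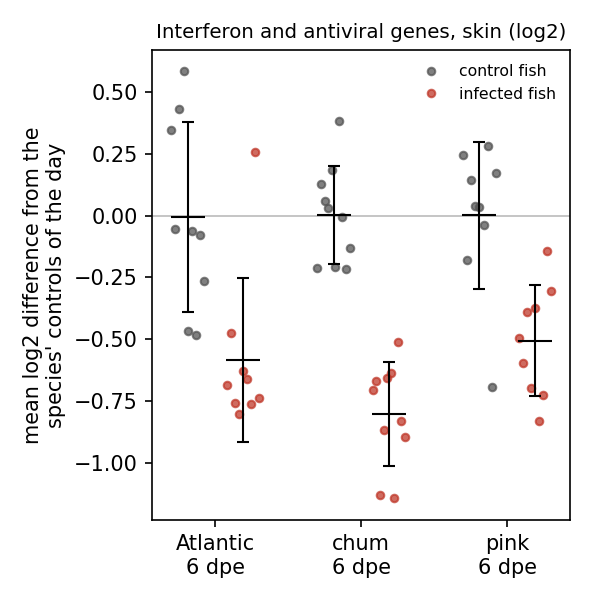
Score of the interferon and antiviral list (mean log2 ratio of its members relative to the control mean) in each skin fish at 6 dpe, by species and infection; bars give the mean and SD. Infected chum salmon average -0.81 against their controls.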

Similar to the anterior kidney of pink and chum salmon, many antiviral components were suppressed in chum salmon skin (Additional file 8: Figure S5). The local and systemic responses of chum salmon indicated some consistencies between tissues, and consistencies were more frequently observed for down-regulated genes (38 of 86 in the anterior kidney) than for up-regulated genes (7 of 43 in the anterior kidney).

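Of the genes that rose in chum salmon skin, 12 of 50 also rose in anterior kidney, and of those that fell, 39 of 89 also fell. By probe, 15 were up and 67 down in both tissues, among 13716 tested in both, where 1.24 and 2.88 would be shared by unrelated calls. All chum salmon of a tank were sampled, so both tissues come from the same fish, and the calls of the tissues are not independent. Interleukin-20 receptor alpha chain was among those down in anterior kidney (-1.01 ± 0.16, adjusted p = 0.000267), as was beta-2-microglobulin, the light chain of MHC class I (-0.76 ± 0.10, adjusted p = 5.37e-05; -1.23 ± 0.28 in skin), and the clock repressor cryptochrome-1, named here after its values were seen, rose in both (1.01 ± 0.25 in skin and 1.10 ± 0.17 in anterior kidney). The counts of shared genes were 4 up and 27 down without a filter on dim probes, 5 and 16 with a signal of 500 required on every array, and 6 and 10 with slide as a fixed block. With lower antiviral genes in kidney and skin, and in the resistant pink salmon beside higher immune genes, the paper proposes that antiviral suppression is a general response, regulated inversely to another part of the immune system.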

### Microarray validation and cytokine exploration by quantitative PCR

All genes tested with quantitative PCR (qPCR) had the same direction of fold change as was found differentially expressed in microarray analysis. Correlation of qPCR and microarray data indicated reliability of estimates for each species: the average R squared ± standard deviation for anterior kidney genes was 0.648 ± 0.224 (n = 9 gene/species comparisons; Additional file 9: Figure S6). The trends identified for *hepcidin-1*, *collagenase-3*, and *15-hydroxyprostaglandin dehydrogenase* [*NAD+*] in the anterior kidney of all three species were confirmed with qPCR, including the unchanging expression of *collagenase-3* in chum salmon (Figure 4A and Additional file 10: Figure S7).

Occasionally, differential expression of certain genes was indicated by qPCR but not by the microarray analysis, presumably because of the multiple test correction applied to the microarray. Measured by qPCR, up-regulation of *hepcidin-1* occurred in Atlantic and chum salmon skin (Figure 4A). Also, *complement C7* up-regulation occurred in Atlantic salmon skin (Figure 5A) but not in pink salmon, despite up-regulation in pink salmon anterior kidney. Additionally, *interferon response factor 7* was identified as down-regulated by qPCR in skin of all species including Atlantic salmon (Figure 5A). qPCR identified down-regulation of *galectin-3-binding protein* and up-regulation of thioredoxin in the skin of pink salmon, whereas these genes did not pass significance testing in chum salmon (p = 0.06). When tested with qPCR, *15-hydroxyprostaglandin dehydrogenase* [*NAD+*] was found to be suppressed early in all species (3 or 6 dpe; Additional file 10: Figure S7B), not just in pink and chum salmon as identified with the microarray. Use of qPCR to validate the microarray confirmed that the trends identified in the array analysis were largely correct and not confounded by species differences in probe hybridization efficiencies.

**Figure 5:**
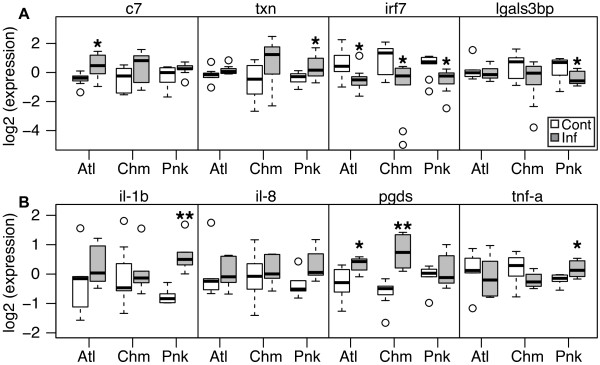
**Local expression of immune genes in fin by qPCR.** Local tissue expression was profiled in all three species at six days post exposure. Genes displayed in **(A)** were selected based on microarray analysis, and in **(B)** were selected based on previous analyses. As per the microarray analysis, all genes were normalized within a species and therefore the only valid comparison to make is between control (white) and infected (grey) within a species. In all three species, *interferon response factor 7* (irf7) was down-regulated. Pink salmon up-regulated *thioredoxin* (txn) and down-regulated *galectin 3-binding protein* (lgals3bp), and Atlantic salmon up-regulated *complement C7* (c7). Both Atlantic and chum salmon up-regulated *prostaglandin D synthase* (pgds), and pink salmon was the only species to induce pro-inflammatory cytokine *interleukin-1 beta* (il-1b), and slightly *tumor necrosis factor alpha* (tnf-a), although the fold change was low (1.3-fold). Boxplot displays median and interquartile range, and circles are outliers. *denotes p < 0.05; **denotes p < 0.001.

Exploratory qPCR of targets not on the microarray identified up-regulation in pink salmon skin of pro-inflammatory cytokine *interleukin-1 beta* (2.6 fold; p = 0.001), as well as a slight elevation in *tumor necrosis factor alpha* (1.3 fold; p < 0.05; Figure 5B). These genes were not differentially expressed in the other species. *Interleukin-8* was not differentially expressed in skin of any species. Increased expression of *prostaglandin D synthase* occurred in the skin of Atlantic (FC = 1.6) and chum salmon (FC = 2.6), but not pink salmon. None of these genes were up-regulated in the anterior kidney of any species, although *tumor necrosis factor alpha* was down-regulated in chum salmon anterior kidney (FC = 1.8; p < 0.007), and *prostaglandin D synthase* was down-regulated in Atlantic salmon anterior kidney (FC = 1.7; p < 0.002).

## Discussion

The present work shows that when co-habited and subjected to identical copepodid exposures, chum salmon become infected with higher densities (lice per host weight (g)) of salmon lice *Lepeophtheirus salmonis* than do Atlantic or pink salmon. The higher infection density on chum compared to pink salmon was previously identified [22] and the inclusion of Atlantic salmon here provides more information on the susceptibility spectrum of Pacific and Atlantic salmon. We conclude that juvenile pink salmon are resistant whereas juvenile Atlantic and particularly chum salmon are susceptible. This comparative infection system permitted the analyses of hematological parameters in addition to local and systemic transcriptomic responses to identify mechanisms associated with this susceptibility variation.

Differences in infection density among species were observed three days post exposure indicating either a) the rapid onset of an innate effector mechanism in pink salmon or b) greater affinity of infective copepodids for chum and Atlantic salmon through behavioral or chemical cues (e.g., [5, 46, 47]) or c) a combination of these processes. While further research is required to better understand the relative affinity of *L. salmonis* for Pacific salmon species, it is understood that pathology occurs throughout the infection, with most damage occurring after the lice molt to adult stages [4]. Here, the consequences of elevated infection densities on chum and Atlantic salmon were reflected in elevated plasma cortisol (chum), reduced weight gain (chum), and reduced hematocrit (chum and Atlantic). Hematocrit reduction in exposed chum and Atlantic salmon and no significant effect in pink salmon confirms previous observations in these species, and this reduction was also noted in sea trout *S. trutta*, and in sockeye salmon *O. nerka* infected by lice [4, 22, 48, 49]. In these studies, the reduced hematocrit was related to infection intensity and possibly indicative of a microcytic anemia induced by lesions in the skin caused by feeding parasites, leading to fluid loss. Elevated plasma chloride levels, frequently reported during *L. salmonis* infections, are associated with altered osmoregulatory capacity caused by feeding behavior of the larger and more aggressive motile stages [4, 48, 50]. Plasma cortisol was elevated in chum salmon infected with chalimus stages, confirming an earlier report for chum salmon infected with motile *L. salmonis* stages [22]. Similarly, other studies have identified elevated plasma cortisol in Atlantic salmon coincident with the first appearance of motile *L. salmonis* stages [12, 46]. It is possible that the earlier induction of cortisol in the present study as well as elevated cortisol in control Atlantic salmon could be due to stresses of co-habitation with mixed species. The apparent increase in infection density in all three species at day 9 and 12 in Trial 1 was due to the shedding into the anaesthetic bucket of copepodids that were incompletely attached via frontal filament on days 3 and 6, as observed previously [14]. This comparative laboratory infection model has provided a reliable tool with which to explore the transcriptomic basis of host responses to *L. salmonis* among salmon species displaying resistant and susceptible phenotypes.

Cytokine profiling and functional analysis of gene lists indicated that inflammation and the acute phase response (APR) were important response mechanisms following exposure to *L. salmonis*. The pro-inflammatory cytokines *interleukin-1 beta* and *tumor necrosis factor alpha* were induced only in the skin of pink salmon. *Interleukin-1 beta* promotes the T helper 17 (Th17) cell response, further indicating the importance of this function in responses to salmon lice (e.g., [23]). Th17 responses induce inflammation during host defense against bacterial or fungal infection, but can also play a role in tissue pathology and autoimmunity [51]. In the present work, the APR was recognized in all species by the increased expression of *serum amyloid A* during infections [52]. Other identified acute phase proteins were induced in pink and chum salmon, including common and species-specific responses. In pink salmon, with the exception of *serum amyloid A*, the APR decreased by day 9, whereas in Atlantic salmon, the onset of *serum amyloid A* expression appeared delayed. Atlantic salmon previously have been shown to respond to lice after one to three dpe with induction of genes involved in the acute phase response [24, 33]. Up-regulation of complement components was also identified as a general response in all three species. Complement plays a role in chemotaxis, opsonization and vascular permeability, and can be induced alongside acute phase responses [52]. The up-regulation of *c3* solely in pink salmon indicated increased capacity for innate immunity through complement activation via classical, alternative and lectin pathways [21]. Coagulation is an important first step of tissue repair following injury [53] and the identification of these functions mainly in pink and chum salmon suggested they are part of a general response to the infection. Infections with *L. salmonis* are known to elicit inflammation at attachment sites on the skin and that these reactions differ considerably among host species. Reactions to *L. salmonis* are minimal in the skin of Atlantic salmon and pronounced in coho salmon [14, 46]. It has therefore been postulated that the capacity to mount an inflammatory response at the site of parasite attachment is an indicator of resistance and more explicitly, that inflammation is an important defence mechanism in promoting early rejection of parasites [8, 22]. Our data confirm the occurrence of general and species-specific indicators of cutaneous and systemic inflammation following exposure to *L. salmonis*. Furthermore in pink salmon, the cutaneous production of proinflammatory cytokines, systemic APR and enhanced capacity for complement function may help explain the low levels of infections compared with those on chum and Atlantic salmon.

Early infection with *L. salmonis* was associated with changes in the expression of genes associated with iron regulation and binding. The affected pathways tended to be species-specific; haptoglobin was only up-regulated in chum salmon and the majority of dysregulated genes was observed in pink salmon. The fold change of *hepcidin-1* up-regulation in pink and chum salmon was the highest of all genes measured in this study. *Hepcidin-1* regulates iron homeostasis by preventing export of iron from cells into the blood [54] and is induced by *interleukin-6* during inflammation [55], by endoplasmic reticulum stress [56] or as part of a type II acute phase response [57]. Both the antimicrobial and iron regulatory roles of *hepcidin-1* are evolutionarily conserved in a broad range of fish species (for review see [58, 59]). For example *hepcidin-1* was induced in the anterior kidney of barramundi *Lates calcarifer* after intraperitoneal injection with lipopolysaccharide [60], in the anterior kidney of miiuy croaker *Miichthys miiuy* after injection with *Vibrio anguillarum*[61] and in the liver of sea bass *Dicentrarchus labrax* from both iron overload and bacterial infection [62]. Here, *hepcidin-1* expression was induced in the anterior kidney of both pink and chum salmon by the louse infection. By day 9 however, *hepcidin-1* expression was back to baseline in pink salmon kidney, coincident with the highest *serum amyloid A* up-regulation. *Hepcidin-1* was also induced in the skin of Atlantic and chum salmon, the most heavily infected species. However, other iron homeostatic components were specific to pink salmon, including up-regulation of heme recycling *heme oxygenase* and iron scavenging *serotransferrin-2*, and down-regulation of hemoglobin subunits and the heme biosynthesis pathway. This suggests that nutritional immunity [56, 63, 64], the sequestration of host nutrients from pathogens may have a role in defence against salmon lice. A highly anemic state is likely not the end result of this protective mechanism, as in Trials 2 and 3 only Atlantic and chum salmon showed significant hematocrit reduction, likely due to breaches in the circulatory system as discussed above. Alternatively, anemia of inflammation is often mild and accompanies changes in iron handling and erythrocyte production and lifespan [65]. Previous work identified an increase in the quantity of cleaved transferrin fragments in the mucus of *L. salmonis-*infected Atlantic salmon, and the authors discussed the possibility of this being due to louse-mediated modulation of the iron sequestration role of transferrin [66]. Both the necessity of iron in the salmon louse diet and the role for sequestration of iron during the host-parasite interaction merit further study.

Tolerance of infection can also be an adaptive alternative to inflammation-based rejection mechanisms by reducing damage to self [67]. Up-regulation of the protein folding response, evident in the anterior kidney of all species during *L. salmonis*, was an indication of cellular protection. Previous work also identified up-regulation of protein folding transcripts in the skin of Atlantic salmon infected with lice at 22–33 dpe [23]. These cellular protective mechanisms in the anterior kidney suggest infection is associated with self-damage induced by reactive oxygen species or other defense mechanisms. Similarly, evidence of increased expression of the antioxidant *thioredoxin* in the skin of pink salmon provided additional support of pro-tolerance mechanisms as overexpression of *thioredoxin* can protect from oxidative stress induced during infection or inflammation in mammals [68]. Enrichment of ATP binding in chum and Atlantic salmon indicates costs are associated with either mechanisms of tolerating infection or responding to infection. We suggest that salmon adopt a species-specific but balanced response to *L. salmonis*, including both resistance and tolerance mechanisms, in which energetic costs are minimized while reducing negative consequences of infection.

Metalloproteinases are important for initiation and resolution of inflammation in teleosts by degrading damaged extracellular matrix prior to tissue remodeling [69] and expression of these genes in response to salmon lice has been recognised in both Atlantic and pink salmon [10, 23, 24]. In the present study, *collagenase-3* and *arginase-2* were up-regulated in the anterior kidney of both pink and Atlantic salmon throughout the infection. The induction of *arginase-1* was specific to Atlantic salmon. This transcript suppresses Th2 cytokine-driven inflammation, an important mediator of ectoparasite defense [67]. Previously, reduced cell proliferation combined with increased metalloproteinase activity was identified in chronic infections of susceptible Atlantic salmon [23] and in *L. salmonis*-sensitive juvenile pink salmon [10]. Here, *cyclin-dependent kinase 4 inhibitor b* was highly up-regulated in Atlantic salmon coincident with multiple metalloproteinases, providing further evidence for this combination in susceptible species. Interestingly, metalloproteinase transcripts were not up-regulated in chum salmon, but the effect of this apparent deficiency with respect to louse susceptibility is not known.

Innate pattern recognition molecules such as lectins can relay information about self damage or danger, and can induce appropriate pathways of defense. Unique to pink salmon was the induction of *c-type lectin domain family 4 member M* (*clec4m*) and *acidic mammalian chitinase* (*amcase*). *clec4m* is a transmembrane pattern recognition receptor involved in cell adhesion and capable of recognizing various divergent pathogens, however, its role in the response to *L. salmonis* is not known. In earlier work, a C-type lectin was more abundant in the mucus of lice-infected Atlantic salmon [66]. It will be interesting to continue to characterize the different lectins induced in different salmon species and their relative conferred protection. The Th2 response mediator and chitin degrading enzyme *amcase* was also one of the most highly up-regulated genes in 0.7 g juvenile pink salmon during salmon lice infection [10]. We suggest these two pattern recognition molecules play a role in the innate defence of juvenile pink salmon to *L. salmonis*, and that additional research is required to determine more precisely their function.

A striking result in both the susceptible chum salmon and the resistant pink salmon was the suppression of many antiviral response genes, including *interferon response factor 3* and *7* and *signal transducer and activator of transcription 1*. Previous work reported suppression of antiviral response genes in Atlantic salmon skin in response to salmon lice (1–10 dpe; [24]). We propose that the suppression is due to an inverse relationship to another component of the immune system. The antiviral response may exert a negative effect on the more suitable immune response, could be energetically expensive or may induce further self damage. An inverse correlation between antiviral (type I interferons, IFN-α and IFN-β) and anti-bacterial/anti-parasitic (type II interferons, IFN-γ) has been identified in human anti-mycobacterial responses [70]. Energetic costs of tissue remodeling during louse infection have been identified in sensitive juvenile pink salmon [10]. Protection from cellular damage was identified in the protein folding response in the anterior kidney of all species responding to the louse infection. Interestingly, the suppression of antiviral immunity transcripts implies a basal surveillance mechanism exists in healthy fish, and this has been referred to as intrinsic antiviral immunity in mammals [71]. The inverse relationship between these components of the immune system also raises important questions concerning the influence of *L. salmonis* infection on host susceptibility to viruses and other intracellular pathogens. An alternate hypothesis to the inverse regulation hypothesis is that the suppression is due to parasite-derived immunomodulatory compounds. The presence of the suppression in the resistant pink salmon at the same time as up-regulation of more suitable immune genes suggests this is not the case. Another possibility is that the down-regulation is due to the cells carrying these antiviral transcripts are mobile and move to another tissue, however, the suppression was identified in both the anterior kidney and the skin, and so this is not likely either. Therefore, we propose that antiviral suppression during a louse infection is a general response to the infection, and is an intrinsic response that occurs from inverse regulation to another component of the immune system.

Few probes were found differentially expressed in skin of Atlantic or pink salmon, despite using the same multiple test correction methods applied to the anterior kidney transcripts. This is probably due to the relatively low infection densities on pink and Atlantic salmon and the use of pectoral fin as a surrogate for skin, regardless of the presence of lice. Previous work found differences in host gene expression between the site of attachment and a distant site on the skin of the same fish [33]. Also, the fin sample included multiple tissue types, thus contributing to variation in the data, and reducing the possibility of finding differentially expressed genes with stringent statistical testing. In contrast to Atlantic and pink salmon, the heavier infection of the chum salmon increased the probability of infection on the fin in all samples with a corresponding increase in the transcriptome response.

This study reports the transcriptomic responses of three salmon species over nine days following exposure to *L. salmonis*. It is likely that the response characterized here would change upon louse development to the later, more aggressively feeding stages, as shown earlier in Atlantic salmon [24]. Additionally, in the present study some genes changed over time independent of exposure status (control or infected). These changes could have been from the exposure or mock exposure of the fish to *L. salmonis* (i.e. reduced water volume and use of the sedative), and indicate the importance of using time-matched controls. Some consistencies in responses were identified in anterior kidney and skin (e.g., antiviral suppression in all species and increased expression of *fkbp5* and *complement C7* in chum salmon). However, the systemic response contained unique aspects relative to the local response. For example, specific to the anterior kidney response was the reduction in iron and heme availability, whereas specific to the skin were pro-inflammatory cytokines *interleukin-1 beta* and *TNF-α*, as well as the antioxidant *thioredoxin*. The inclusion of both systemic (anterior kidney, blood) and local tissues (pectoral fin) in the present work allowed for additional understanding of the organismal response to lice infections, such as iron sequestration in comparison to local inflammation by pro-inflammatory cytokines. Furthermore, the inclusion of both susceptible and refractory species allowed for the comparative characterization of general, susceptible, and resistant responses to lice infections (Table 2).

**Table 2:** **Response functions and relation to susceptibility or resistance**

Function	Response type			
	General	Susceptible	Resistant	Systemic or local
	[A +/or C] + P	[A +/or C] no P	P only	
Unfolded protein response	Y			sys
Acute phase response	Y			sys
Prostaglandin production	Y			sys
Stress-induced and apoptosis	Y			sys/loc
Complement and coagulation	Y			sys/loc
Metalloproteinase activity	Y			sys/loc
Antiviral suppression	Y			sys/loc
Antioxidant activity	Y			loc
Antigen presentation suppression		Y		sys
Reduced hematocrit		Y		sys
Elevated cortisol		Y		sys
Iron homeostasis/heme suppression			Y	sys
Innate pattern recognition receptor			Y	sys
Local inflammation/cytokines			Y	loc

Summarized response types of susceptible (Atlantic and chum) and resistant (pink salmon) separated by evidence of a general response (Atlantic and/or chum and pink), a susceptible response (Atlantic and/or chum and not pink) or a resistant response (pink and not Atlantic or chum). Functions are also identified as being present as a systemic response or local response.

## Conclusions

Multiple experimental infections of Atlantic, chum, and pink salmon indicate highest susceptibility in chum salmon (high infection density, reduction in weight gain and hematocrit, and elevated cortisol), followed by Atlantic salmon (high infection density, reduction in hematocrit), and lowest susceptibility in pink salmon. Differences in susceptibility were observed as early as three days post exposure. General systemic response mechanisms were identified, including cellular protection, acute phase response, complement cascades and pattern recognition receptors. Due to susceptibility differences between chum and pink salmon, comparisons within *Oncorhynchus* were important in understanding potential resistance factors, such as systemic iron sequestration, increased expression of pattern recognition receptor *c-type lectin family 4 member M* and *acidic mammalian chitinase*, as well as local induction of pro-inflammatory *interleukin-1 beta* in pink salmon. Furthermore, in both local and systemic responses of Pacific salmon, up-regulation of lice response genes coincided with suppressed antiviral genes, indicating the importance of investigating co-infection dynamics of salmon responding to both lice and viruses.

## Methods

### Animals and exposure

Pink and chum salmon were obtained as swim-up fry (<0.5 g) from the Quinsam River and Nanaimo River hatcheries, respectively, on Vancouver Island, British Columbia. Atlantic salmon (20–35 g) were obtained from a commercial freshwater hatchery on Vancouver Island. Prior to experimentation, fish were reared in 400 L tanks in flowing water that was an equal mixture of aerated freshwater and seawater and fed a diet of commercial salmon pellets at a daily rate of 1.0% biomass. The photoperiod was regulated to mimic seasonal variation, ranging from 16 light: 8 dark in summer to 8: 16 in winter. Seawater used for fish maintenance and experimentation was pumped from Departure Bay and sand-filtered to approximately 30 μm with a mean salinity of 29.5 ± 0.5‰ and mean dissolved oxygen of 9.5 ± 0.5 mg/L. The seawater temperature displayed seasonal variation as indicated below. Ovigerous *Lepeophtheirus salmonis* were collected from adult Atlantic salmon following harvest from a farm near Vancouver Island and transported in ice cold aerated seawater to Nanaimo. Dissected egg strings were incubated in filtered and ultraviolet irradiated seawater at 9.5 ± 1.0C and 29.5 ± 0.5‰ salinity, with supplemental aeration, as described previously [72]. Cultured lice were monitored by daily microscopic examination of triplicate samples and an inoculum containing a known number of copepodids was prepared when the ratio of copepodid to nauplius II stages was greatest.

Three trials were conducted to characterize the infection over the life cycle of *L. salmonis*. In Trials 1–3, the mean seawater temperature was 10.5, 11.5 and 8.5°C, respectively, reflecting ambient conditions in early November (Trials 1 and 2) and from mid-January to late February (Trial 3). All fish were acclimated to full-strength seawater a minimum of 10 days prior to exposure to *L. salmonis* (see Additional file 2: Table S1 for fish weight). In Trial 1, 10 individuals from each species (approx. 45-70 g) were randomly allocated to each of eight seawater tanks. A total of 5014 copepodids (167/fish) were added to each of four tanks using the metomidate hydrochloride (Aquacalm, Syndel Laboratories Ltd.) sedation exposure method described previously [72]. In Trial 2, 15 individuals of each species (approx. 40-70 g) were randomly allocated to 4 tanks. A total of 7,335 copepodids (163/fish) were added to each of two tanks as described above. In Trial 3, 12–15 individuals of each species (approx. 50-80 g) were randomly allocated to each of four tanks. A total of 8,900 copepodids (199/fish) were added to each of two tanks as described above. In each trial, salmon co-habiting in control tanks were treated the same as exposed fish without the addition of copepodids. In Trial 1, all fish were sampled from one exposed and one control tank at three, six, nine and 12 days post-exposure (dpe). For sampling, salmon were sedated with 0.5 mg/L metomidate, immersed in 200 mg/L MS-222 until immobile and killed with a blow to the head, as previously described [22]. In subsequent trials, fish were sampled as above, but at seven and 14 dpe (Trial 2) and at 28 and 43 dpe (Trial 3). All processing was performed rapidly: each fish was measured for fork length, weight, and lice count and lice were stored in 95% ethanol for later assessment of development stage [72]. Blood was collected from the caudal peduncle into heparinated tubes. In Trial 1, the left pectoral fin and approximately 7 mm of the anterior kidney were rapidly dissected from each fish, flash frozen separately in liquid nitrogen, then stored at −80°C until RNA extraction. In Trial 1, blood was centrifuged (3,000 RPM, 20 minutes) and plasma collected and stored at −80°C for cortisol quantification. For Trial 2 and 3, blood was centrifuged for 3 minutes (11,700 RPM, Autocrit Ultra 3, Becton Dickinson) and hematocrit measured immediately. Use of research animals complied with Fisheries and Oceans Canada Pacific Region Animal Care Committee protocol numbers 06–004 and 09–001.

Total RNA was extracted from fin and kidney samples in Trial 1 using TRIzol (Invitrogen), as per manufacturer’s instructions, and purified using RNeasy spin columns (QIAGEN), by manufacturer’s instructions with the on-column DNase I digestion. The RNA was quality checked by agarose gel electrophoresis and quantified by spectrometry (NanoDrop-1000).

### Cortisol, weight and hematocrit analyses

Cortisol levels in plasma were tested by immunoassay of 20 μl samples (Parameter™, R&D Systems). Samples were run in duplicate, and a standard curve and interplate calibrator sample was run on each plate. All samples were within the high range of the standard curve and the reported minimum detectable limit of the kit (R&D Systems).

For each species, data analysis of cortisol concentration, fish weight, and hematocrit levels were performed using a linear models in the statistical environment R (v2.14.1; [73]) using day and exposure (with interactions) as explanatory variables. Significance between groups was tested using post-hoc Tukey’s HSD tests between conditions of interest.

### cDNA synthesis and microarray preparation

Total RNA samples were randomized and 200 ng total RNA of each sample was reverse transcribed to cDNA and amplified to labelled-cRNA using Low Input Quick Amp labelling kits as per manufacturer’s instructions (Agilent). A reference pool was synthesized using equimolar amounts of Cy3-cRNA from each species/day/infection class condition to hybridize alongside experimental samples to control for hybridization difference in a common reference design [74] (19 samples used in reference pool). Experimental samples (labelled with Cy5) included 9–11 biological replicates for the infected individuals and 9–10 biological replicates for time-matched controls. Anterior kidney samples for Atlantic and pink salmon were compared at days 3, 6 and 9 post infection, and for chum salmon at day 6 only (total number of infected or control samples at all days = 57, 20, and 60 for Atlantic, chum, and pink, respectively). Skin samples were profiled only at day 6 post infection (total number of samples for both infected and time-matched controls = 18, 20 and 19 for Atlantic, chum, and pink, respectively). Samples were hybridized to randomized-order cGRASP 4x44k salmonid arrays using previously reported probe annotation ( [35, 75] Agilent eArray AMADID: 025055) as per manufacturer’s instructions and slides were washed using stabilization solution to minimize ozone-related problems (Agilent; [76]). Slides were kept in the dark in a low ozone atmosphere and scanned on a ScanArray Express (Perkin Elmer) at constant PMT settings to produce saturated median values for ~1% of spots (Cy3:80; Cy5:75). Images were quantified using Imagene (v8; BioDiscovery) and poor or empty spots were flagged. For each spot, the median of the background signal was subtracted from the foreground median. Sample files were then imported into GeneSpring (v11; Agilent), negative raw values were set at 1.0, each array was normalized by intensity-dependent *Lowess* (Agilent; [77]), and a baseline to median transformation of normalized expression values was performed per gene (Agilent). All species and tissues were separately normalized and comparisons between species were indirect.

For each species and tissue experiment, (e.g., Atlantic salmon, anterior kidney) filters were applied to retain probes for which 65% or more of all samples within at least one condition had background-corrected raw expression values ≥ 500 in both channels and flag values for each channel as ‘present’. For statistics tests, a probe was deemed differentially expressed if it passed a Benjamini-Hochberg multiple test corrected p-value ≤ 0.05 and fold change ≥ 1.5. In experiments with a time component (e.g., Atlantic or pink salmon anterior kidney), a 2-way ANOVA was used to detect probes with a significant effect of infection and those with a time-infection interaction effect. Probes with a main effect but no interaction effect were filtered to retain only those that varied by 1.5 fold between control and experimental for at least one of the three time points. Probes with a significant time by infection interaction were filtered at each time point (FC ≥ 1.5). Principal component analysis of samples based on gene expression levels was performed in GeneSpring using a separate analysis from the differential expression analysis. Here all species were normalized together, and probes used only if they passed quality control in all species (Agilent). Enrichment analysis of up- or down-regulated gene lists was performed using Entrez-ID identifiers imported into the DAVID bioinformatics platform [78] using a background list specific to each species (all entities passing quality control filter for each experiment). Overlap between differential lists was evaluated using *VENNY*[79].

### Reverse-transcription quantitative polymerase chain reaction (RT-qPCR)

Purified total RNA used for the microarray experiments was also used to generate cDNA for reverse-transcriptase quantitative polymerase chain reaction (RT-qPCR) using SuperScript III First-Strand Synthesis System for RT-PCR (Invitrogen) as per manufacturer’s instructions. Each cDNA sample was diluted 20-fold. To ensure efficiency in all species and tissues, a standard curve was generated for each species and tissue (n = 6 dilution series) using pooled equimolar amounts from three samples from each condition, diluting the pool 10-fold and then producing a 5-fold dilution series (six points). All primers had efficiency values within the range of 90-110% for all three species. qPCR amplification was performed using SsoFast™ EvaGreen® (Bio-Rad) in 20 μL reactions in an MX3000P (Agilent) as previously described [76], with the exception of running triplicate technical replicates. Genes of interest were selected based on relevance to the study system, presence in enriched functional categories, high significance or fold change, and relevance to multiple tissues. Reference candidates were selected based on other studies, unchanging expression in infected/control individuals in microarray analysis and moderate expression levels in all three species and tissues. Primers were designed in Primer3 [80] selecting amplicon sizes of 80–150 bases. Amplicons were checked for single products by melt curve analysis, and were sequenced to confirm identity as previously described [10].

Data analysis was performed using qbasePLUS (Biogazelle) and reference gene stability was tested using geNorm [81]. The three most stable reference genes chosen for the current analysis in all species and all tissues were *dynein light chain 1 cytoplasmic*, *U6 snRNA-associated Sm-like protein lsm8*, and *mRNA turnover protein 4 homolog* with collective M (and CV) values for Atlantic, chum, and pink anterior kidney and skin of 0.321(0.129) and 0.349(0.141), 0.413(0.175) and 0.421(0.455), and 0.254(0.101) and 0.280(0.111), respectively. These values are within the range typically observed for stably expressed reference genes in heterogeneous samples [82]. A minimum of 2 technical replicates were found to be within 0.5 Ct for all samples. The interplate calibrator used to compare across plates within a gene had a <0.5 Ct difference for all genes within each species. NTC and -RT controls showed no amplification. Significance for Atlantic and pink salmon anterior kidney was determined by two-way ANOVA, and for all other infected/control comparisons with only one time point by *t-*test in R [73]. Statistics were performed on log_10_ transformed data. Correlation between methods were checked using linear best fit lines of log_2_ expression values for samples measured by RT-qPCR against microarray (using the microarray probe corresponding to the contig used for primer design).

Several immune system genes not present on the array, but identified as louse response genes [33, 83] were included in an additional qPCR analysis including *interleukin-1 beta*, *interleukin-8*, *prostaglandin D synthase* and *tumour necrosis factor alpha*. For these immune genes, a randomly selected subset of the samples used for the full study were used to test for expression differences (n = 5–7 samples per condition). As *dynein light chain 1 cytoplasmic* (*dynll1*) was already found to be stable for these samples (above), expression was normalized using the geometric mean of *dynll1* and *eukaryotic translation initiation factor 4H*. Each primer pair was evaluated for each species individually as described above except that only one tissue was tested for efficiency, and standard curves were approximately in the range of the sample values. All technical replicates were within 0.5 Ct for 224/228 combinations. Primer thermal regimes for these genes were reported previously [33].

### Data accessibility

Gene expression data files have been uploaded to Gene Expression Omnibus (GSE48337).

## Electronic supplementary material

Additional file 1: Figure S1.: Louse development rates on all species. Development stages of lice as a percentage of the total lice found per day on each species for Trial 1 **(A)**, and Trials 2 and 3 **(B)**.

Additional file 2: Table S1: Fish weight and infection prevalence/intensity.

Additional file 3: Figure S2: Multiple species utility of microarray. (A) When all species are normalized together, principal components analysis (PCA) indicates the largest variance between genus *Salmo* (PC1+) and *Oncorhynchus* (PC1-), and the second largest variance between species *O. keta* (PC2-) and *O. gorbuscha* (PC2+). The basal expression differences captured by the PCA are due to both true biological differences and technical differences in probe hybridization efficiency between species. (B) When each species is normalized individually (6 dpe only) a similar quantity and identity passed quality control thresholds in all three species, with 5553 uniquely annotated transcripts present in all three species (union set of the Venn diagram). During differential expression testing, each species was therefore normalized separately, and indirectly compared. *Data shown*: *anterior kidney.*

Additional file 4: Table S2: Primers for qPCR.

Additional file 5: Table S3: Differentially expressed gene lists.

Additional file 6: Figure S3: Differentially expressed cellular stress, prostaglandin, coagulation and other related genes. Differentially expressed genes involved in response to cellular stress, prostaglandin metabolism, FK506-binding, coagulation and other related functions displayed with linear fold change values for each day (D3-D9) and colored by fold change (FC) relative to controls (green = down-regulated; red = up-regulated). Bold values indicate highly significant main effect of infection (p < 0.0001), asterisks indicate significant time by infection interaction, and italics indicates no significant main effect (significant interaction only). A hyphen indicates no significant difference identified and an ‘x’ indicates no probe passing quality control for the species.

Additional file 7: Figure S4: Differentially expressed immunity genes. Differentially expressed genes involved in antiviral response, and other immune-related functions. Colors and formats are as described in Additional file 6: Figure S3.

Additional file 8: Figure S5: Differentially expressed genes in chum salmon skin. Selected differentially expressed genes in the skin of chum salmon at 6 days post exposure involved in immunity, proliferation, and other functions. Antiviral genes are suppressed as is seen in the anterior kidney of both Pacific salmon. Colors and formats are as described in Additional file 6: Figure S3.

Additional file 9: Figure S6: qPCR microarray log_2_ expression correlation. **(A)** Microarray and qPCR expression levels correlated well for all significantly differentially expressed genes in the anterior kidney for all three species. Skin sample correlation was lower, but still always identified the correct direction of fold change. Primers were designed to ensure equal amplification for all species to ensure correct estimates of expression levels, as shown for *collagenase-3* log2(qPCR) against log2(microarray) shown for **(B)** Atlantic and **(C)** pink salmon. chm = chum; pnk = pink; atl = Atlantic; AK = anterior kidney; S = skin; gene acronyms are as per the primer table (Additional file 4: Table S2).

Additional file 10: Figure S7: Expression of *collagenase-3* and *15-hydroxyprostaglandin dehydrogenase* by qPCR. (A) *Collagenase-3* expression in the anterior kidney evaluated by qPCR. (B) Expression of the prostaglandin E_2_ inactivator *15-hydroxyprostaglandin dehydrogenase* was suppressed relative to the control in the anterior kidney of all three species early in the infection. Boxplot displays median and interquartile range, and circles are outliers. *denotes p < 0.05; **denotes p < 0.001.

# Supplementary material for: Comparative transcriptomics of Atlantic Salmo salar, chum Oncorhynchus keta and pink salmon O. gorbuscha during infections with salmon lice Lepeophtheirus salmonis
**Source:** BMC Genomics. 2014 Mar 15;15(1):200. doi: 10.1186/1471-2164-15-200
**Supplement:** Supplementary file 6 — Additional file 6: Figure S3: Differentially expressed cellular stress, prostaglandin, coagulation and other related genes. Differentially expressed genes involved in response to cellular stress, prostaglandin metabolism, FK506-binding, coagulation and other related functions displayed with linear fold change values for each day (D3-D9) and colored by fold change (FC) relative to controls (green = down-regulated; red = up-regulated). Bold values indicate highly significant main effect of infection (p < 0.0001), asterisks indicate significant time by infection interaction, and italics indicates no significant main effect (significant interaction only). A hyphen indicates no significant difference identified and an ‘x’ indicates no probe passing quality control for the species.

		Atlantic			Chum	Pink		
FUNCTION	GENE	D3	D6	D9	D6	D3	D6	D9
<i>Cellular stress and apoptosis</i>	Programmed cell death protein 10	-	-	-	-	1.65	-1.02	1.21
	Stress-induced-phosphoprotein 1	2.11	-1.04	1.54	-	2.30	1.53	1.25
	Growth arrest and DNA-damage-inducible protein GADD45 alpha	-	-	-	-	1.46	1.51	1.13
	DNA-damage-inducible transcript 4-like protein	-	-	-	9.27	1.05	2.43	1.40
	Apoptosis-inducing factor 2	-	-	-	-	-1.08*	1.62*	1.08*
	TP53-regulated inhibitor of apoptosis 1	-	-	-	-	-1.22*	1.69*	1.02*
	Stress-associated endoplasmic reticulum protein 1	-	-	-	2.09	-	-	-
	BCL2/adenovirus E1B 19 kDa protein-interacting protein 3	-1.05*	3.13*	1.55*	-	-	-	-
	Stress-70 protein, mitochondrial precursor	1.54	1.15	1.10	-	-	-	-
	Growth arrest-specific protein 8	-1.24	-1.22	-1.62	-	-	-	-
	p53 apoptosis effector related to PMP-22	-1.27	-1.30	-1.75	-	-	-	-
	Apoptosis inhibitor 5	1.58	1.08	1.10	-	-	-	-
	Cyclin-dependent kinase 4 inhibitor B	1.00*	4.15*	1.90*	-	x	x	x
	Cyclin-dependent kinase inhibitor 1C	-1.44*	1.72*	1.16*	-	x	x	x
	Cyclin-dependent kinase inhibitor 1	x	x	x	1.61	-1.55*	1.52*	1.20*
<i>Prostaglandins and leukotrienes</i>	G1/S-specific cyclin-D1	-	-	-	-	1.00	-1.70	-1.58
	Prostaglandin E synthase 3	2.12	1.18	1.16	1.83	1.34	1.75	1.21
	15-hydroxyprostaglandin dehydrogenase [NAD+]	-	-	-	-1.56	-2.29*	-1.54*	-1.06*
	NADP-dependent leukotriene B4 12-hydroxydehydrogenase	-	-	-	-	-1.17	2.17	1.48
<i>FK506-binding</i>	Leukotriene B4 receptor 1	1.83	1.41	-1.02	-1.61	x	x	x
	FK506-binding protein 2	-	-	-	1.66	-	-	-
	FK506-binding protein 5	2.28	1.78	1.05	4.81	2.41*	1.66*	-1.44*
<i>Coagulation</i>	Plasminogen activator inhibitor 1	1.71	1.36	1.48	-	1.86	2.1	1.35
	Tissue-type plasminogen activator	1.51*	3.33*	1.17*	-	-	-	-
	Tissue factor pathway inhibitor 2	-	-	-	-	1.55	1.37	1.05
	Plasminogen	1.7	1.46	2.29	-	-	-	-
	Coagulation factor X	-	-	-	-1.73	-	-	-
	Platelet-activating factor acetylhydrolase	-	-	-	-2.06	-1.36	-1.59	-1.24
	Alpha-2-macroglobulin	-	-	-	-	-1.14	-1.66	-1.05
<i>Iron-related, hemopoiesis, and other related functions</i>	CD9 antigen	-	-	-	-1.65	-2.18	-1.37	-1.21
	Putative ferric-chelate reductase 1	-1.33	-2.78	-2.64	-	-	-	-
	Ferritin, middle subunit	-1.73*	3.98*	-1.25*	-	-	-	-
	Iron/zinc purple acid phosphatase-like protein	-1.86	-1.13	-1.71	-	-	-	-
	Iron-sulfur cluster assembly 2 homolog, mitochondrial	-1.51*	1.28*	-1.30*	x	-	-	-
	T-cell acute lymphocytic leukemia protein 1 homolog	-1.14*	2.26*	1.14*	-	-1.17	-1.45	-1.57
	Interleukin-20 receptor alpha chain	-	-	-	-1.98	-1.74	-1.71	-2.24
	Peroxisomal proliferator-activated receptor A-interacting complex 285 kDa protein	-	-	-	-3.79	-1.89	-2.02	-1.26
	S-antigen protein	-	-	-	x	1.05	2.62	1.74
	Interferon-stimulated 20 kDa exonuclease-like 1	1.09*	1.56*	-1.08*	-	-	-	-
	TRAF and TNF receptor-associated protein homolog	-	-	-	-1.83	-1.70	-1.67	-1.31
	Nuclear factor interleukin-3-regulated protein	-	-	-	-	2.10	1.04	1.11

# Supplementary material for: Comparative transcriptomics of Atlantic Salmo salar, chum Oncorhynchus keta and pink salmon O. gorbuscha during infections with salmon lice Lepeophtheirus salmonis
**Source:** BMC Genomics. 2014 Mar 15;15(1):200. doi: 10.1186/1471-2164-15-200
**Supplement:** Supplementary file 7 — Additional file 7: Figure S4: Differentially expressed immunity genes. Differentially expressed genes involved in antiviral response, and other immune-related functions. Colors and formats are as described in Additional file 6: Figure S3.

		Atlantic			Chum	Pink		
FUNCTION	GENE	D3	D6	D9	D6	D3	D6	D9
<i>Antiviral</i>	Galectin-3-binding protein	-	-	-	-1.86	-1.8	-1.58	-1.55
	Interleukin-1 receptor-associated kinase 3	-1.25	-1.67	-1.16	-	-	-	-
	Interferon regulatory factor 1	-	-	-	-	-1.54	-1.65	-1.21
	Interferon regulatory factor 3	-	-	-	-1.77	-1.36	-1.57	-1.28
	Interferon regulatory factor 7	-	-	-	-1.81	-2.50	-2.05	-1.75
	Interferon-induced GTP-binding protein Mx	-	-	-	-3.65	-1.95	-2.09	-1.48
	Interferon-induced guanylate-binding protein 1	-	-	-	-	-1.57	-1.48	-1.61
	Interferon-induced guanylate-binding protein 2	x	x	x	-	-1.30	-1.50	-1.08
	Interferon-induced 35 kDa protein homolog	-	-	-	-	-1.62	-1.30	-1.35
	Interferon-induced protein 44	1.95	1.22	3.82	-4.47	-2.15	-2.54	-1.63
	Interferon-induced protein with tetratricopeptide repeats 5	-	-	-	-1.89	-	-	-
	Interferon-induced very large GTPase 1	-	-	-	-2.41	-1.88	-1.65	-1.26
	Interferon-induced, double-stranded RNA-activated protein kinase	-	-	-	-2.01	-1.69	-1.45	-1.33
	Interleukin-1 receptor type II	-	-	-	x	1.54	1.35	-1.14
	Tripartite motif-containing protein 16	-	-	-	-2.30	-1.45	-1.63	-1.18
	Tripartite motif-containing protein 25	-	-	-	-2.16	-1.40	-1.55	-1.21
	Tripartite motif-containing protein 29	-	-	-	-1.71	-	-	-
	Tripartite motif-containing protein 39	-	-	-	-	-1.84	-1.48	-1.43
	Sacsin	-	-	-	-3.45	-1.64	-1.84	-1.26
	Signal transducer and activator of transcription 1	-	-	-	-2.13	-2.20	-2.74	-1.74
	Signal transducer and activator of transcription 1-alpha/beta	-	-	-	-1.67	-2.17	-1.44	-1.51
	Barrier-to-autointegration factor	-1.51*	1.17*	1.14*	-2.16	-	-	-
<i>Antigen presentation</i>	H-2 class II histocompatibility antigen gamma chain	-	-	-	-1.84	-	-	-
	H-2 class II histocompatibility antigen, A-K beta chain	-3.36	1.11	-1.49	-1.64	-	-	-
	H-2 class II histocompatibility antigen, E-S beta chain	-2.30*	1.07*	-1.07*	-1.58	-	-	-
	H-2 class II histocompatibility antigen, I-A beta chain	-2.52*	1.23*	-1.18*	-	-	-	-
	HLA class II histocompatibility antigen, DP alpha chain	-	-	-	-1.58	-	-	-
	RT1 class II histocompatibility antigen, B alpha chain	-1.72	-1.26	-1.31	x	x	x	x
	Gamma-interferon-inducible lysosomal thiol reductase	-1.65	-1.11	-1.75	-	-	-	-
<i>Cell-mediated immunity</i>	Beta-2-microglobulin	-	-	-	-1.72	-	-	-
	Ig mu chain C region membrane-bound form	-	-	-	2.27	-	-	-
	Interleukin enhancer-binding factor 2 homolog	-	-	-	-	1.13*	1.50*	1.05*
	T-cell immunoglobulin and mucin domain-containing protein 4	-	-	-	-1.72	-	-	-
	T-cell surface glycoprotein CD3 zeta chain	-	-	-	-	-1.20	-1.85	1.01
	CD83 antigen	-	-	-	-1.72	-	-	-
	CD97 antigen	-	-	-	-1.84	-	-	-
	CD276 antigen	-	-	-	1.72	-	-	-
<i>Chemoattraction</i>	Leukocyte cell-derived chemotaxin 2	-	-	-	-	-2.26*	-1.01*	-1.3*
	High affinity interleukin-8 receptor B	1.72	2.38	1.22	-	-	-	-
	Galectin-9	-	-	-	-1.91	-1.52	-1.26	-1.16

# Supplementary material for: Comparative transcriptomics of Atlantic Salmo salar, chum Oncorhynchus keta and pink salmon O. gorbuscha during infections with salmon lice Lepeophtheirus salmonis
**Source:** BMC Genomics. 2014 Mar 15;15(1):200. doi: 10.1186/1471-2164-15-200
**Supplement:** Supplementary file 8 — Additional file 8: Figure S5: Differentially expressed genes in chum salmon skin. Selected differentially expressed genes in the skin of chum salmon at 6 days post exposure involved in immunity, proliferation, and other functions. Antiviral genes are suppressed as is seen in the anterior kidney of both Pacific salmon. Colors and formats are as described in Additional file 6: Figure S3.

FUNCTION	GENE	FC
<i>Immunity</i>	Complement component C7	1.89
<i>Proliferation and differentiation</i>	Growth hormone receptor	1.75
	Adseverin	2.63
	Fibroblast growth factor-binding protein 1	2.58
<i>Other Functions</i>	Breast cancer anti-estrogen resistance protein 1	2.10
	FK506-binding protein 5	4.31
	Growth arrest and DNA-damage-inducible protein GADD45 beta	2.88
	P2X purinoceptor 1	1.95
	Thioredoxin	2.73
<i>Antiviral</i>	Barrier-to-autointegration factor	-1.98
	Beta-2-microglobulin	-2.34
	Galectin-3-binding protein	-2.03
	H-2 class II histocompatibility antigen, A-K beta chain	-1.75
	H-2 class II histocompatibility antigen, E-S beta chain	-2.16
	HLA class II histocompatibility antigen, DP alpha chain	-2.28
	Interferon regulatory factor 3	-1.89
	Interferon regulatory factor 7	-2.09
	Interferon-induced 35 kDa protein homolog	-1.65
	Interferon-induced GTP-binding protein Mx	-2.61
	Interferon-induced guanylate-binding protein 1	-2.53
	Interferon-induced guanylate-binding protein 1	-2.27
	Interferon-induced protein 44	-4.02
	Interferon-induced very large GTPase 1	-2.55
	Lymphocyte cytosolic protein 2	-1.70
	Radical S-adenosyl methionine domain-containing protein 2	-4.42
	Sacsin	-3.66
<i>Other Functions</i>	Signal transducer and activator of transcription 1	-2.55
	T-cell receptor alpha chain V region HPB-MLT	-1.80
	Tripartite motif-containing protein 16	-1.84
	Tripartite motif-containing protein 25	-1.95
	Interleukin-20 receptor alpha chain	-4.33
	Peroxisomal proliferator-activated receptor A-interacting complex	-3.33
	285 kDa protein	-2.33
	Probable E3 ubiquitin-protein ligase HERC4	-2.33
	Thrombospondin-2	-1.84

How the deposited data were processed for this re-analysis (not part of the article)

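RNA of single fish was measured on 2-colour salmonid oligonucleotide arrays: 137 arrays of anterior kidney (Atlantic and pink salmon at 3, 6 and 9 dpe, chum salmon at 6 dpe) and 56 of pectoral fin skin at 6 dpe. Each fish was labelled with Cy5 and hybridized beside a Cy3-labelled reference pool. Species, tissue, day and infection of every array were taken from the sample descriptions and never from the values.

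The deposited intensity values are the median pixel brightness of each spot and of its local background per channel, written by ImaGene from ScanArray Express scans, and per the file headers they carry quality flags but neither background subtraction nor normalization. The deposited log2 values are, by the authors' description, log ratios of fish to reference after background subtraction, a floor and an intensity-dependent Lowess, and the authors centred each probe on its median within species and tissue, which the table bears out. Each column that was compared, all but that of 1 pink control fish of skin, correlated best with the array of its own fish.

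From the intensities, the local background median was subtracted from the spot median, values under 1 were set to 1 (0.4995% of fish and 0.171% of reference values), and log2(Cy5/Cy3) was normalized within each array by loess (span 0.3, 4 iterations) over the 43689 probes that are not controls. Spots rated other than present or saturated were left out of the fits (1.54% of all). A probe was tested in a comparison when both channels reached 500, with both spots rated present, in 65% of the arrays of at least 1 condition. The number of arrays also limits the precision.

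Infected and control fish of a species, tissue and day were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, and p-values were adjusted by Benjamini and Hochberg. A probe was called at an adjusted p of at most 0.05 and a fold change of at least 1.5. For the time course, 1 fit over 3 days per species gave the mean of the 3 differences and an F test of their change between days. Species were compared by the difference of their infection responses in 1 fit. Probes called in the same direction in 2 comparisons were counted beside the number expected of unrelated calls and, between species, tested with Fisher's exact test. Principal components were computed on centred log ratios of the probes passing in at least 1 species, with 100 resamples of the fish within each condition. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 read the files and drew the figures.

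Genes are named by the descriptions of Table S3, the only pairing of probes with names at hand. The genes named in the text are the 140 that the paper names in its text or figures and, in each comparison, the 10 named probes with the largest fold in each direction among those called. A gene with several probes is given on the one with the highest mean signal. The values in Table S3 had been seen when this rule was written. Of 28 gene lists, 26 had members; the lists of interrenal steroidogenic and of chromaffin markers had none among the named genes. For each list the members called were counted, also with p-values adjusted over the list alone, and a score per fish (the mean over members of the log2 ratio minus the control mean) was compared by permutation, with all splits enumerated within a species and 100000 drawn between species.

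The fits were tested on simulated data, drawn from each probe's own mean and spread, with known changes added to some probes. At 2-fold, 78%, 80% and 90% of changed probes were called in Atlantic, chum and pink salmon kidney at 6 dpe, and 86%, 80% and 68% in skin. At 1.5-fold, the threshold itself, 44%, 46% and 36% were called in kidney and 26%, 16% and 18% in skin. In each comparison 50 probes were changed at each fold of 1.5, 2, 3 and 4, with noise drawn apart for every probe. In Atlantic and pink skin only 2 and 5 probes were called. The Benjamini-Hochberg correction is looser when more probes change, so the shares may overstate what could be found there.

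The alternatives tried were a normexp background correction with an offset of 50, median centring in place of loess, the authors' processed table, no filter on dim probes, a signal of 500 required on every array, slide as a random or as a fixed block, replicate number as a block, the methods' t-test or 2-way ANOVA, no fold threshold, array quality weights, spots rated poor kept, tank means as replicates, the 6 dpe contrast from the fit of all days, the species differences over probes passing in all 3 species, and the mean of each condition for the principal components. Added after the data were seen were saturated spots left out or counted as present, the day on which an array was read as a block, the methods' definition of an infection effect over the time course, the controls of all 3 days, the authors' table with the further pink control fish, and principal components of probes passing in every species. Labels were permuted over 100 splits of the fish for each count.

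One pink control fish was left out of the skin fits, since its 2 channel files come from different slides. Left out as well were a competitive test of the gene lists and its alternatives, because names were at hand only for probes the study had listed, the qPCR and louse count results, which were not used here, and the enrichment of gene ontology terms.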

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

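The comparison of Atlantic control fish between days, the comparison of shared chum and pink probes with Atlantic salmon of the same tanks, their fits with read-out day or slide as a block, and the share of epidermal cells were tested only after the results were seen.

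Erythroid genes responded in opposite ways in Atlantic and pink salmon kidney at 6 dpe, by direct permutation tests between species adjusted over the lists. The response of the erythroid score was higher in Atlantic than in pink salmon by 1.63 ± 0.31 over 13 markers measured in both (the study itself had listed 8 of the 14 measured in Atlantic and 10 of the 15 in pink salmon), and hemoglobins (1.70) and heme biosynthesis (0.83) differed the same way. The tables argue against slides and read-out days, since the difference was 1.51 ± 0.40 with slide as a fixed block and 1.51 ± 0.32 with read-out day as a block, and against the normalization, since it was 1.57, 1.56 and 1.62 with normexp, median centring and the authors' values (largest permutation p 9e-05). Open for the Atlantic part is the control group, whose erythroid score at 6 dpe lay -0.51 from that of the controls of 3 and 9 dpe (permutation p = 0.0470), 0.588 of the infection difference of 0.86, so a low control group of that day may account for a large part of the Atlantic rise. The Atlantic rise was seen at 6 dpe only. At 3 and 9 dpe the infected Atlantic fish had mean scores of 0.63 and 0.15, against 0.68 and 0.35 in their controls. In pink salmon the infected fish lay lower on each day, by -0.38, -0.84 and -0.58 at 3, 6 and 9 dpe (adjusted p = 0.0543, 0.000722 and 0.0535). The pink controls moved between days too, with mean scores of 0.35, 0.002 and -0.42. Tank and infection cannot be told apart at any day, and a species difference in red cell production stays open, untested.

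The chum and pink calls shared at 6 dpe raise the question of the tank, since all species shared 1 exposed and 1 control tank that day. The median log2 difference over the shared probes, turned to the shared direction, was 0.83 in chum and 0.76 in pink salmon. For the size of these differences read-out days and slides are argued against. The lower of the chum and pink medians was 0.77 with read-out day and 0.75 with slide as a block, against 0.76 for pink salmon without a block. These medians are over probes chosen on the same fish without a block, and fewer probes were called in common with either block, as counted further below. In Atlantic salmon of the same tanks the median over the shared probes measured there was 0.27 (interval from resampled fish 0.02 to 0.52), with 95 probes in the shared direction, an interval too wide to decide, so an effect of the tank and a response of the Pacific species cannot be told apart for these probes. What keeps it open is the single pair of tanks at 6 dpe, and a shared response of the genus remains untested.

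Interferon and antiviral genes were lower in infected Atlantic and pink salmon skin, where few probes were called, and the paper reports lower interferon regulatory factor 7 there by qPCR. The score stood at -0.58 in Atlantic salmon (exact permutation p = 0.00485, which fails the correction over the lists at 0.116; 8 of 9 fish below the control mean), a signal in genes the paper's array analysis does not report there, and at -0.51 in pink salmon (adjusted p = 0.0289, 9 of 9 fish). The tables argue against slides, since the smaller of the falls was -0.45 ± 0.14 in pink salmon and the other -0.67 ± 0.16 with slide as a fixed block. By Dixon's test, 1 infected Atlantic fish stood above the others of its group (0.26 against -0.47 for the next; gap over range 0.69) and 1 pink control fish below (-0.69 against -0.18; 0.53), 2 of 83 groups tested, where chance marks about 1 in 20. Each of these fish lies against the direction of the fall, and what stays open is tank, infection, a lower share of epidermal cells, whose score changed by -0.02 ± 0.15 and -0.03 ± 0.15 (0.0370 and 0.0651 of the interferon score's change, over 3 markers, too wide a spread to decide), and, untested, fewer leukocytes in pink skin, where neutrophil and myeloid markers scored -0.37 and MHC class II -0.64 (adjusted p = 0.0289 and 0.0407).

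The infection response differed between days, by an F test, at 346 Atlantic and 208 pink salmon probes. A chance division of the fish can be excluded for both counts, since 1 and 1 of 100 splits within each day, the real one included, gave as many (highest other 44 and 1). These splits remove every difference between infected and control fish, so they do not test an equal response on all days. Each day had its own exposed and control tank, so a change between days cannot be told apart from differences between tanks.

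Tested directly between species, the response differed at 162 probes for Atlantic and chum, 279 for Atlantic and pink and 27 for chum and pink salmon. Of 100 splits, the real one included, 1, 2 and 1 called as many (highest other 1, 348 and 2). A chance division of the fish can be excluded for Atlantic and chum and for chum and pink salmon. The splits move single fish, and with 1 exposed and 1 control tank they do not speak to an effect of the tank. For Atlantic and pink salmon 1 split called 348, more than the real one, so chance is not excluded for that count.

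Against chum salmon, the Atlantic kidney response by list score was higher for hemoglobins (1.29), erythroid markers (0.96), chemokines, cytokines and receptors (0.33), neutrophil and myeloid markers (0.34), skeletal muscle markers (1.08) and epidermal markers (0.55), and lower for the glucocorticoid response (-0.58), each past the permutation test of the difference. The members have names only because the study called them on these fish. Neither these passes nor those of the list scores below are therefore independent evidence.

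Against pink salmon, it was also higher for neutrophil and myeloid (0.58), renal tubule (0.93) and skeletal muscle markers (0.76).

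Chum minus pink salmon differed for heme biosynthesis (0.60), hemoglobins (0.56), iron handling (0.49), erythroid markers (0.71), MHC class II presentation (-0.29), metalloproteinases, their inhibitors and arginases (-0.70) and the glucocorticoid response (0.85).

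In skin, Atlantic minus chum salmon was 0.80 for MHC class II presentation, 0.80 for MHC class I presentation and -0.50 for the glucocorticoid response.

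Skeletal muscle markers, which the paper does not discuss, scored 0.70 higher in infected Atlantic salmon kidney at 6 dpe (exact permutation, adjusted p = 0.000260, 10 of 10 fish), with 4 of 6 up and 1 down by call, and no explanation of it was tested.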

How the results depend on the processing

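The alternatives with saturated spots, read-out day, the methods' time course definition, the controls of all 3 days, the further control fish and the probes passing in every species were chosen after the results were seen, and the others before the data were examined. Tank and infection are confounded within each day, and only the fit of tank means over the time course sets infection against the spread between tanks. Names exist only for probes the study listed. The test of whole gene lists and its alternatives, among them an inter-gene correlation estimated for each list, were left out. A count is called moved here when it differs from the reported one by more than 1.5 times.

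With a signal of 500 required in both channels on every array, the called probes at 6 dpe numbered 136 in Atlantic, 265 in chum and 214 in pink salmon kidney and 0, 188 and 3 in skin. Shared were 3 (Atlantic and chum), 0 (Atlantic and pink), 47 (chum and pink) and 30 (chum skin and kidney), and 65, 108 and 9 differed between species (in the order Atlantic and chum, Atlantic and pink, chum and pink, kept below). The time course gave 20 Atlantic and 45 pink probes and, by day, 1.4e+02 and 83; principal component 1 held 47.9%. This filter leaves no value for many dim probes. Counts with an exponent are rounded.

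With median centring in place of loess, 67 Atlantic kidney, 159 chum skin and 3 pink skin probes were called, 5, 0 and 204 were shared, 59, 1.4e+02 and 3 differed between species, and the time course gave 398 Atlantic probes and, by day, 60 Atlantic and 353 pink probes. This centring also moved the balance of higher and lower calls: 58 and 9 (reported 199 and 75) in Atlantic, 522 and 166 (reported 254 and 246) in chum and 478 and 84 (reported 208 and 255) in pink kidney, 50 and 348 (reported 84 and 68) in the Atlantic time course, 32 and 127 (reported 103 and 215) in chum skin, and 29 and 30 (reported 116 and 46), 85 and 52 (reported 224 and 55) and 1 and 2 (reported 15 and 12) between species. The largest daily difference changed sign for CCAAT/enhancer-binding protein delta in pink salmon (-0.57) and for mitoferrin-2 in Atlantic salmon (-0.47). With normexp it did so for cyclin-dependent kinase inhibitor 1 in pink salmon (0.55). The largest difference can fall on another day in each setting, so a change of its sign does not show that any single day turned.

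Without a filter on dim probes, 112 Atlantic and 200 pink kidney probes and 0, 153 and 3 Atlantic, chum and pink skin probes were called, 6, 1 and 62 were shared, 9 differed between chum and pink salmon, 42 Atlantic and 72 pink probes differed by day, and principal component 1 held 39.6%. Without the fold threshold, 481, 1531 and 1162 Atlantic, chum and pink kidney probes were called, 50, 19 and 414 shared, and the time course gave 1260 Atlantic and 2361 pink probes, 716 and 415 by day.

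With slide as a fixed block, 90 Atlantic kidney and 0 Atlantic skin probes were called, 3, 1, 78 and 25 (chum skin and kidney) shared, 51, 34 and 15 differed between species, and the time course gave 251 Atlantic probes and, by day, 72 Atlantic and 107 pink probes. With read-out day as a block, 172 Atlantic kidney, 18 Atlantic skin and 10 pink skin probes were called, 80 were shared by chum and pink salmon, 89 and 164 differed between Atlantic and the other species, and 230 Atlantic probes changed over the time course. With replicate number as a block, 156 Atlantic and 303 pink kidney and 0 and 3 Atlantic and pink skin probes were called, and 5 and 1 shared by Atlantic with chum and pink salmon.

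With tank means as replicates, 0 Atlantic and 54 pink probes changed over the time course. Under the methods' definition they numbered 559 and 788. The methods' tests shared 5 probes between Atlantic and pink salmon and called 0 and 3 probes in Atlantic and pink skin. Pink skin had 3 calls in the authors' table, 9 there with the further control fish, 1 without saturated spots and 3 with them counted as present. Array quality weights gave 79 probes differing between chum and pink salmon, and the controls of all 3 days 26 shared by Atlantic and pink salmon. Principal component 1 held 65.0% with median centring, 19.2% in the authors' table, 82.5% over condition means and 50.5% over probes passing in every species.

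With the controls of all 3 days 135 pink kidney probes were higher and 334 lower (reported 208 and 255), and 298 of the 463 reported pink and 161 of the 274 Atlantic calls recurred. The lower calls in pink kidney numbered 127 with slide as a fixed block and 165 with read-out day as a block, and those in chum skin 125 with slide as a fixed block and 324 with array quality weights (reported 215). The other total counts stayed within 1.5 times the reported ones. Among 1289 values of named genes in the comparisons, the calls lost and gained were, where a setting leaves a value (the strict filter and the last 5 settings do so for few): normexp 17 and 1, median centring 84 and 24, the authors' table 10 and 6, no filter 141 and 0, slide as a random block 10 and 5, slide as a fixed block 148 and 16, replicate block 54 and 4, the methods' tests 21 and 0, no fold threshold 0 and 88, array weights 21 and 22, spots rated poor kept 5 and 6, saturated spots left out 12 and 3, saturated spots counted as present 4 and 0, read-out day 72 and 16, the strict filter 0 and 3, the authors' table with the further control fish 0 and 1, tank means 61 and 0, the methods' time course definition 5 and 40, the fit of all days 6 and 5, the controls of all 3 days 17 and 13.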

Differences from the paper's values

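Chosen only after the results were seen were the methods' definition of a time course effect, principal components of probes passing in every species, the fits with saturated spots or read-out day, the controls of all 3 days, and the authors' table with the further pink control fish. Thresholds are the paper's (adjusted p of at most 0.05 and 1.5-fold), except that the time course counts reported here ask for 1.5-fold of the mean over 3 days. Of 220 fold changes of named genes that Table S3 also gives, 220 had the paper's sign, with a median absolute difference of 0.01 on the log2 scale. A count or share is said here to come within the paper's value when neither is more than 1.5 times the other.

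The share of principal component 2 in the anterior kidney arrays was 9.85% of the variance here and 17.71% in the paper (the paper's value). Of the alternatives set before the data were examined, a signal of 500 on every array (12.0%) came within the paper's value, and normexp, median centring, the authors' processed table, no filter on dim probes, spots rated poor kept and the mean of each condition did not. Probes passing in every species, the set the methods name, gave 12.3%, chosen after seeing the values, and this setting calls no items and drops none.

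For the kidney time course, in Atlantic salmon, unique genes higher numbered 51 here and 200 in the paper, and unique genes lower 32 here and 148 in the paper. In pink salmon, unique genes higher numbered 59 here and 238 in the paper, and unique genes lower 90 here and 225 in the paper. Of the alternatives set before the data were examined, no fold threshold came within the paper's values (238 and 168 in Atlantic, 305 and 288 in pink salmon), and the others run did not. The probes called for the infection effect were 152 in Atlantic and 243 in pink salmon, against the paper's 543 and 768 in Table S3. Median centring came within the paper's Atlantic value (398), and no other preset alternative came within it, nor any within the pink value. The definition in the paper's methods, 1.5-fold on at least 1 day without an interaction, was run after seeing the values and came within all of them, with 190 and 141 Atlantic genes, 225 and 223 pink genes, and 559 and 788 probes. It calls 497 of the paper's 543 Atlantic probes and 709 of its 768 pink probes and drops 46 and 59, where the reported definition calls 124 and 220.

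For chum salmon, genes higher in both tissues numbered 12 here and 7 in the paper. Of the alternatives set before the data were examined, median centring (6), the authors' processed table (10), a signal of 500 on every array (5), slide as a fixed block (6), replicate block (9), the methods' t-test (8) and spots rated poor kept (9) came within the paper's value, and normexp (12), no filter on dim probes (4), slide as a random block (12), no fold threshold (17) and array quality weights (14) did not. Saturated spots left out, chosen after seeing the values, came within it too (10), a setting that calls 231 of the paper's 243 chum skin probes and drops 12, with 428 called and 38 dropped of its 466 in chum kidney.

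In the skin of Atlantic salmon the paper finds no differential expression, and 2 probes were called here. None were called without a filter on dim probes, with a signal of 500 on every array, with slide as a fixed block, with a replicate block or by the methods' t-test. In pink salmon skin the paper lists suppressor of fused homolog among its calls, which had a log2 fold change of -0.62 here (adjusted p = 0.114) and was called only in the authors' table with the further control fish, a setting chosen after seeing the values, which drops 0 of the paper's 4 probes; guanidinoacetate N-methyltransferase, which the paper also lists, was called (-1.39).

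Growth arrest and DNA-damage-inducible protein GADD45 beta is reported in the text as higher in pink salmon kidney, where it stood at 0.06 over the 3 days (adjusted p = 0.779) and was called in no setting; GADD45 alpha, the form listed in Figure S3, was called there at 6 dpe (0.66). Stress-70 protein is reported as higher in Atlantic salmon, and it stood at 0.04 over the 3 days (adjusted p = 0.842) and 0.37 at 6 dpe, called in no setting on the probe used here, while it was called in pink salmon (0.62). Damage-inducible transcript 4-like is ascribed in the text to chum salmon, and it was called in both chum (3.24) and pink salmon (1.29), as Figure S3 also lists it. Complement C3 is ascribed to pink salmon alone, and its C3-1 form was called in chum salmon too (0.81, adjusted p = 0.0368), though not without a filter on dim probes, with slide as a fixed block, with read-out day as a block or by the methods' t-test.

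Several genes that the paper reports as changed over the time course had an adjusted p under 0.05 but stayed under 1.5-fold of the mean. Called without a fold threshold and by the methods' definition (chosen after seeing the values, with the drops given above) were, in Atlantic salmon, leukotriene B4 receptor 1 (0.45), stress-induced phosphoprotein 1 (0.55, called also with slide as a fixed block), metalloproteinase inhibitor 2 (0.36), polymeric immunoglobulin receptor (0.44) and RT1 class II B alpha (-0.46), and in pink salmon polymeric immunoglobulin receptor (0.57, called also with slide as a fixed block, and at 6 dpe), programmed cell death protein 10 (0.32), tissue factor pathway inhibitor 2 (0.38), erythroid 5-aminolevulinate synthase (-0.50) and delta-aminolevulinic acid dehydratase (-0.47). Delta-aminolevulinic acid dehydratase was called at 6 dpe with the controls of all 3 days too, chosen after seeing the values and dropping 149 of the paper's 410 pink probes. Without a fold threshold, coproporphyrinogen III oxidase was called in pink salmon (-0.38, and at 6 dpe also in the authors' table, with array quality weights and with spots rated poor kept). So was prostaglandin E synthase 3 in Atlantic salmon (0.28) on the probe used here, while Figure S3 lists a larger Atlantic fold at 3 dpe than this probe gave. Prostaglandin E synthase 3 stood at 0.57 in pink salmon at 6 dpe, called with median centring and without a fold threshold, and was called in chum salmon (0.69). Of the heme enzymes the paper reports as lower in pink salmon, the other 3, porphobilinogen deaminase, uroporphyrinogen-III synthase and protoporphyrinogen oxidase, were called. Coagulation factor X, listed as lower in chum salmon in Figure S3, did not pass the filter there and so was not called (-0.80; adjusted p = 0.0505 without a filter). Leukotriene B4 receptor 1 is also listed there as lower in chum salmon, where the probe used here stood at 0.48 (adjusted p = 0.153) and a second probe was called (-0.69).

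Interferon regulatory factor 1 and several tripartite motif genes are reported as lower in pink salmon. At 6 dpe regulatory factor 1 stood at -0.56, called with slide as a fixed block, without a fold threshold, with array quality weights and with read-out day as a block, the last chosen after seeing the values and dropping 177 of the paper's 410 pink probes; its mean over the 3 days was -0.42 (adjusted p = 0.000431), called without a fold threshold. Tripartite motif-containing protein 39 had a mean of -0.53 (adjusted p = 1.30e-05) on the probe used here, called without a fold threshold, by the methods' definition and, for the change between days, with median centring, and at 6 dpe with the controls of all 3 days, and its second probe was called (-0.67). Regulatory factors 3 and 7 and motif proteins 16 and 25 were called there. Several MHC class II chains are reported as lower in Atlantic salmon, and 0 of 6 were called over the 3 days, 6 of them with a negative value, and 1 by day. Collagenase 3 is described as higher throughout the infection in Atlantic salmon, and it stood at -0.68 at 9 dpe, after 0.94 and 1.17, and its mean of 0.48 (adjusted p = 0.131) was called in no setting, although the change between days was called, and so was its second probe over the 3 days (1.15). At 6 dpe it was called with the contrast from the fit of all days, and with the controls of all 3 days, chosen after seeing the values and dropping 91 of the paper's 233 Atlantic probes. Hepcidin-1, reported as higher in pink salmon, did not pass the filter there and so was not called, although its exact permutation test is past 0.05 at 3 and 6 dpe. The paper also measured hepcidin-1 and collagenase 3 in anterior kidney by qPCR and reports that their array trends held, data not used here.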

Other observations

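Single genes named in this part from a gene list were chosen after their values were seen, and list scores were tested by exact permutation within a species and adjusted over the lists.

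Genes of endoplasmic reticulum stress and secretion, beside the chaperones that the paper discusses, were higher in infected kidney. By call at 6 dpe they stood at 11 of 25 up and 1 down in chum salmon, 6 of 24 up and 0 down in pink salmon and 0 of 26 up and 0 down in Atlantic salmon (2 up there when adjusted over the list alone), and many are members that the study listed on these fish. Their score was higher by 0.45 (adjusted p = 7.04e-05, 10 of 10 fish) in chum salmon, by 0.42, 0.41 and 0.21 in pink salmon at 3, 6 and 9 dpe (adjusted p = 0.000271, 0.000271 and 0.00905) and by 0.33 and 0.28 in Atlantic salmon at 3 and 6 dpe (adjusted p = 0.00758 and 0.0222), with 0.17 at 9 dpe (adjusted p = 0.131). Protein ARMET, which the unfolded protein response induces, rose 2.06-fold in chum and 1.98-fold in pink salmon, and the translocation channel subunit Sec61 gamma rose 1.61-fold and 1.81-fold. Genes of ribosome biogenesis and translation were higher at the early days. Their score differed by 0.42 (adjusted p = 0.000260, 9 of 9 fish) in Atlantic salmon at 3 dpe and by 0.17 and 0.09 at 6 and 9 dpe (adjusted p = 0.0708 and 0.325), by 0.27, 0.16 and -0.04 in pink salmon at 3, 6 and 9 dpe (adjusted p = 0.00244, 0.0285 and 0.394), and by 0.26 (adjusted p = 0.000246, 10 of 10 fish) in chum salmon at 6 dpe. By call at 6 dpe the list stood at 2 of 28 up and 0 down in Atlantic, 5 of 29 up and 1 down in chum and 0 of 32 up and 1 down in pink salmon. The initiation factor eIF4 gamma 3, the scaffold of the cap-binding complex, went the other way and fell 2.70-fold in chum and 1.83-fold in pink salmon kidney and 2.77-fold in chum salmon skin.

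Several markers of kidney and blood cells also differed with infection, on lists of few members. Renal tubule markers lay lower in infected pink salmon on each day (-0.35, -0.59 and -0.84 at 3, 6 and 9 dpe, adjusted p = 0.0141, 0.0256 and 0.0100) over 3 genes. The water channel aquaporin FA-CHIP fell 1.58-fold in pink salmon and rose 2.28-fold in Atlantic salmon at 6 dpe, and the list stood at 1 of 5 up and 0 down in Atlantic, 0 of 4 up and 0 down in chum and 0 of 3 up and 1 down in pink salmon. Band 3 anion exchange protein and hemoglobin subunit beta went the same ways as this channel in both species. Whether the tubule score at 6 dpe is apart from the erythroid markers was not tested. Thrombocyte markers scored -0.28 and -0.29 in pink salmon at 3 and 6 dpe (adjusted p = 0.00580 and 0.00847). Platelet glycoprotein IX, part of the von Willebrand receptor, fell 1.64-fold in pink salmon, the thrombopoietin receptor fell 1.56-fold in chum salmon, and fermitin 3, an integrin activator of blood cells, rose 1.51-fold in Atlantic salmon. T cell markers scored -0.42 (adjusted p = 0.00352, 10 of 10 fish) in pink salmon at 6 dpe, with 0 of 5 up and 2 down, and the 2 B cell markers measured in Atlantic salmon stood at 0 up and 0 down. MHC class I presentation scored -0.56, -0.29 and -0.41 in pink salmon over the days (adjusted p = 0.00276, 0.0159 and 0.0100) and -0.57, 0.29 and -0.14 in Atlantic salmon (adjusted p = 0.00721, 0.348 and 0.636). Chemokines, cytokines and receptors scored -0.20 (adjusted p = 0.00591, 10 of 10 fish) in chum salmon kidney and -0.32 in its skin (adjusted p = 0.00581), with 1 of 11 up and 2 down in kidney. Neutrophil and myeloid markers scored -0.37 (adjusted p = 0.0289, 9 of 9 fish) in pink salmon skin. Epidermal markers in chum salmon kidney stood at 0 of 4 up and 2 down, and prostaglandin and leukotriene metabolism at 1 of 5 up and 2 down in chum and 1 of 5 up and 1 down in pink salmon. Muscle genes in Atlantic salmon kidney at 6 dpe went both ways, since myosin heavy chain rose 2.40-fold and tropomyosin-1 alpha 2.38-fold, while creatine kinase M-type fell 1.55-fold.

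Other splits of the same fish show whether a chance division of the fish can be excluded for the counts, each with 100 splits and the real one included. In kidney at 6 dpe, 1 split gave as many calls as the real one in Atlantic salmon (274; highest other 3), 1 in chum salmon (500; 9) and 1 in pink salmon (463; 202). Over the time course it was 1 in Atlantic salmon (152; 0) and 1 in pink salmon (243; 11). For shared calls it was 1 for chum and pink (125; 0), 1 for Atlantic and chum (12; 0) and 1 for Atlantic and pink salmon (8; 0), and for chum skin and kidney 1 (82; 0). In skin it was 1 in chum salmon (318; 71), 2 in Atlantic salmon (2; 3) and 2 in pink salmon (5; 38). A chance division of the fish can be excluded for these counts of single comparisons, apart from those in Atlantic and pink skin. There almost every other split called nothing but 1 called more than the real one, so that chance is not excluded for calls so few. The splits move single fish, and the fish of a group shared 1 tank on a day, so they do not speak to differences between tanks. The time course counts with tank means as replicates are given above. The other splits tell nothing about sharing, since with permuted labels most splits call few or no probes in either comparison. Against the overlap expected of unrelated calls, Fisher's exact test is far past 0.05 for chum and pink salmon. By the same test Atlantic and pink salmon shared 4 higher probes where 2.04 were expected (p = 0.148) and 4 lower ones where 0.694 were (p = 0.00495). Fisher's test counts several probes of 1 gene as separate. The split of pink skin with 38 calls, several times the real count, points to a structure among those fish, which was not tested, and so few real calls say little about single genes.

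The arrays were spread over slides and read-out days. In anterior kidney 32 of 36 slides held both infected and control fish, read on 8 days in 2 periods, and in skin 13 of 16 slides did, read on 3 days.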
